# Chromosome-scale genome assembly of the brown anole (*Anolis sagrei*), an emerging model species

**DOI:** 10.1038/s42003-022-04074-5

**Published:** 2022-10-25

**Authors:** Anthony J. Geneva, Sungdae Park, Dan G. Bock, Pietro L. H. de Mello, Fatih Sarigol, Marc Tollis, Colin M. Donihue, R. Graham Reynolds, Nathalie Feiner, Ashley M. Rasys, James D. Lauderdale, Sergio G. Minchey, Aaron J. Alcala, Carlos R. Infante, Jason J. Kolbe, Dolph Schluter, Douglas B. Menke, Jonathan B. Losos

**Keywords:** Evolution, Genomics

## Abstract

Rapid technological improvements are democratizing access to high quality, chromosome-scale genome assemblies. No longer the domain of only the most highly studied model organisms, now non-traditional and emerging model species can be genome-enabled using a combination of sequencing technologies and assembly software. Consequently, old ideas built on sparse sampling across the tree of life have recently been amended in the face of genomic data drawn from a growing number of high-quality reference genomes. Arguably the most valuable are those long-studied species for which much is already known about their biology; what many term emerging model species. Here, we report a highly complete chromosome-scale genome assembly for the brown anole, *Anolis sagrei* – a lizard species widely studied across a variety of disciplines and for which a high-quality reference genome was long overdue. This assembly exceeds the vast majority of existing reptile and snake genomes in contiguity (N50 = 253.6 Mb) and annotation completeness. Through the analysis of this genome and population resequence data, we examine the history of repetitive element accumulation, identify the X chromosome, and propose a hypothesis for the evolutionary history of fusions between autosomes and the X that led to the sex chromosomes of *A. sagrei*.

## Abstract (web summary)

A highly-complete chromosome-scale genome assembly of the brown anole, *Anolis sagrei*, provides insight into the evolution of sex chromosomes and is a crucial resource for this model lizard species.

## Introduction

Recent breakthroughs in high-throughput sequencing, coupled with the creation of long-distance scaffolding libraries, have ushered in an era of ever-improving quality and quantity of genome assemblies. Genome assemblies now routinely span entire chromosomes and include data from formerly impenetrable genomic regions^1–3^. In turn, these assemblies have enabled increasingly sophisticated genomic analyses of organismal traits and behaviors, and the evolutionary and ecological implications of the interactions of genomes and the environment. Massive reductions in the cost of genome sequencing and assembly have allowed non-model and emerging model species to become genome-enabled, a neologism indicating that genomic information has become available for the species. Observations from these new assemblies have provided fresh insights into core biological processes. For example, our understanding of recombination^4^, repetitive genetic elements^5–7^, chromosome evolution^8–10^ and dosage compensation^4,11,12^ have all been fundamentally changed due to results made possible by recent genome assemblies of non-traditional model species.

Efforts are underway to generate thousands of new genome assemblies for species across the tree of life^13–15^. However, our understanding of the biology of most species on earth remains sorely lacking – limiting the inferential power gained by the addition of genomic data. In contrast, those species for which the existing organismal literature is vast are particularly primed for the generation of high-quality genome assemblies because new discoveries concerning the genetic basis of organismal traits await only the addition of a reference genome that include nearly all genomic features present in the species (completeness) and assembled into scaffolds that approach the size of the species’ actual chromosomes.

While the production of highly contiguous genome assemblies is a technological achievement, the long-term value of these assemblies is that they serve as critical tools in the advancement of biological research. Evolutionary genomic techniques such as quantitative trait locus mapping or genome-wide association studies enable careful examination of the genetic basis of organismal traits, but these rely on the accurate positioning and orientation of genomic features to connect genotype to phenotype. Improved contiguity of genome assemblies therefore paved the way for a finer and more accurate understanding of the genomic basis of organismal traits.

Further, understanding the evolutionary history of a species’ chromosomes similarly requires highly complete genome assemblies since only with these data can chromosomal sequence homology be reliably inferred^16,17^. While cytogenetics opened the door to inferring evolutionary transitions in chromosome complement well over 100 years ago^18^, only recently through genome sequencing have the evolutionary drivers and consequences of these changes begun to be understood. While the first wave of genome assemblies lacked the contiguity and completeness to fully determine syntenic relationships between species, new chromosome-scale assemblies now enable the rigorous study of chromosome evolution.

Finally, population genomic scans also benefit from improved contiguity. For example, recent selective sweeps leave patterns of reduced genetic diversity in the genomic regions surrounding the selected variant^19,20^. Many methods to detect recent selection rely on these patterns but poorly constructed genome assemblies can separate that signal onto separate scaffolds and limit our ability to detect these patterns.

## The brown anole

*Anolis* lizards (anoles) comprise over 400 small- to medium-sized lizard species distributed throughout the continental neotropics of South, Central, and North America, and across islands in the West Indies and eastern Pacific Ocean^21^. The green anole (*Anolis carolinensis*) was the first reptile to have its full genome assembled^22^. While it was sequenced using first-generation genome sequencing technologies over 10 years ago, it remains one of the best assembled and annotated reptile genomes and by far the most complete and contiguous assembly within the genus *Anolis*. It was selected for genome sequencing due to many decades of biomedical research–especially epidemiology and neurobiology–using this species as a model. Recently, a second species, the brown anole (*Anolis sagrei*), has surpassed the green anole in publications per year (Fig. 1, Supplementary Data 1) and is considered an emerging model species for numerous fields^23–26^.

**Fig. 1:**
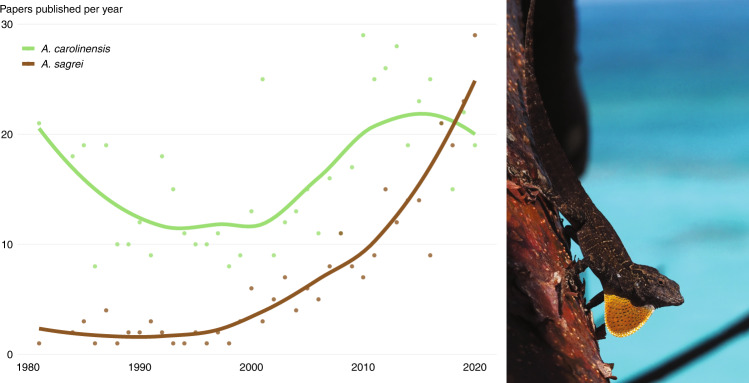
The rise of *Anolis sagrei*. Over the past two decades research interest in *Anolis sagrei* (pictured at right) has grown substantially and recently surpassed that of *A. carolinensis*, which for many decades served as the model reptile species in biological research. Queries for each specific epithet were performed in the indexed Titles and Abstracts on https://www.dimensions.ai (accessed May 2021). Underlying data and approach appear in Supplementary Data 1 and Supplementary Note 1.

*Anolis sagrei* is a medium-sized insectivorous lizard most commonly found on the ground and perched low on the trunks of trees^27^. Although it first arose on Cuba^28^, the species now has the largest native range of any anole with natural diaspora populations found across islands of the northern Caribbean as well as coastal areas of Mesoamerica^28,29^. It is also a prolific invader with non-native populations established on many additional islands in the West Indies^30,31^, multiple locations in North^32^, South^33^ and Central America^34^, as well as remote islands of the central Atlantic Ocean^35,36^, Hawaii^37^, Taiwan^38^, Asia, Europe, and the Middle East.

A recent analysis of genome-scale sequence data revealed that *A. sagrei* evolved on Cuba toward the end of the Miocene^28^. Two major lineages are present on East and West Cuba, and although they are not geographically separate, they represent ancient evolutionary separation and probable secondary contact. Both lineages have given rise to diaspora populations that have colonized other island groups. The western Cuba lineage colonized the Bahamas Archipelago in both the Pliocene and Pleistocene, while the eastern lineage colonized the Cayman Archipelago, the Swan Islands, Mesoamerica, and Jamaica at different periods during the Pleistocene^28^. These diaspora lineages, despite different evolutionary backgrounds and divergence times, have evolved a similar suite of phenotypic traits such that Cuban *A. sagrei* can be distinguished from diaspora *A. sagrei* using both genetic and phenotypic characters^28^. This suggests that the species has responded to presumably similar evolutionary selective pressures when colonizing islands elsewhere in the Caribbean. Notably, both relatively larger body size and increased number of subdigital lamellar scales appear to be features of diasporic lineages, although it is currently unknown whether similar genomic changes are responsible for these outcomes.

Multiple factors have led to the rapidly increasing use of *A. sagrei* for research in evolution and ecology. These include its wide natural and invasive ranges, its high local abundance, and the fact that this species is amenable to captive treatments, including breeding and rearing in a laboratory setting^39,40^. As a result, the brown anole has become a broadly used system in natural environments as well as in the lab^41^ to study evolutionary ecology^42–44^, behavior^24,45^, development^26,46–49^, reproductive isolation^50^, sexual selection^25,51–54^, biological invasions^23,55–57^, and adaptation^55,58,59^. However, the lack of a reference genome has made it challenging to connect this depth of knowledge of brown anole phenotypes to their underlying genetic architecture. Despite this limitation, the brown anole has been at the forefront of new techniques, including chromosome microdissection and sequencing^60,61^ and recently became the first reptile to successfully undergo CRISPR-Cas9 genome editing^62^. This last breakthrough begs for the production of a high-quality reference genome to establish the brown anole as a fully-fledged model organism.

Here, we report a highly complete and contiguous genome assembly of a single female brown anole (*Anolis sagrei ordinatus*) from the Central Bahamas. We supplement this assembly with evidence-based and ab initio gene model annotation, repetitive element identification and analysis, and a map of segregating genetic diversity. Finally, we build on existing research to confirm the identity of the *A. sagrei* X chromosome and identify patterns of the evolution of the *A. sagrei* X chromosome relative to its counterparts in the *A. carolinensis* genome.

## Results and discussion

We created a highly complete and contiguous draft genome assembly of *A. sagrei* through multiple rounds of iterative improvement. Our initial assembly using only Illumina whole-genome shotgun sequences and assembled using meraculous^63^ produced a largely fragmented assembly, which was incomplete in terms of gene content and total size (Supplementary Data 2). Subsequent scaffolding performed in HiRise^64^ using Chicago and HiC proximity ligation libraries substantially improved both contiguity and completeness, but the assembly remained substantially smaller (1.6 Gb) than the 1.8 Gb assembly of *A. carolinensis* and a genome size estimate of 1.89 Gb for *A. sagrei* based on fluorescence cytophotometry^65^. We further refined the *A. sagrei* genome assembly by improving contig size with error-corrected PacBio long reads and re-scaffolding in HiRise. The addition of these data resulted in a far more contiguous and complete assembly, the size of which (1.93 Gb) very closely matches the expected genome size for this species (Supplementary Data 2). Analysis of HiC mapped read link density using Juicer v1.6^66^ revealed that two chromosomes had been artificially joined during the assembly process. Using evidence from Illumina short-read, RNA-Seq, and PacBio data (see Methods) we corrected this misjoin resulting in the current *A. sagrei* assembly version (hereafter, AnoSag2.1). A link density histogram of HiC read pairs mapped to the AnoSag2.1 assembly does not show evidence of remaining misjoins (Fig. 2a). The mitochondrial genome was not captured in this assembly but was recovered through a combination of circularized *de novo* assembly and identification of mitochondrial sequence in an error-corrected PacBio read. The consensus of these two approaches yields a 17,535 bp assembly with the 13 genes, 22 tRNAs, and two ribosomal RNAs expected for vertebrates and with identical gene ordering to the *A. carolinensis* mitochondrial genome.

**Fig. 2:**
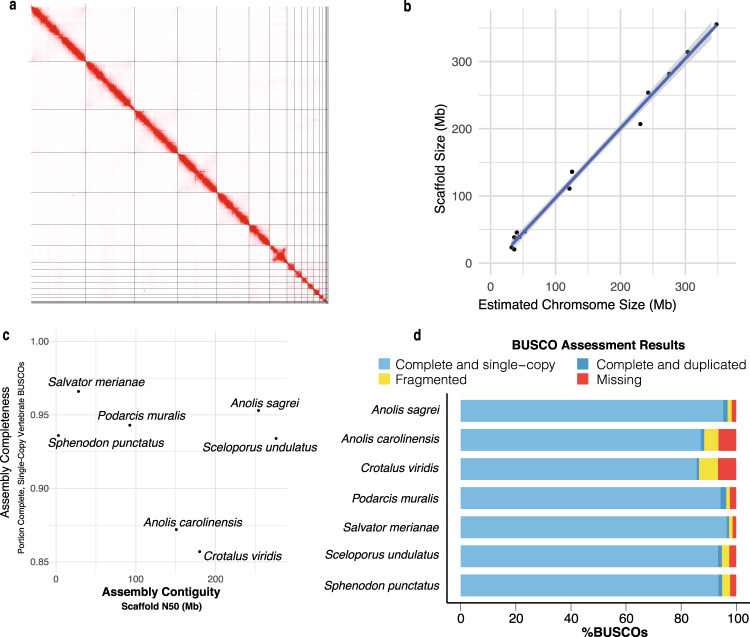
Contiguity and completeness of *Anolis sagrei* and other lepidosaur assemblies. **a** Link density histogram of the AnoSag2.1 assembly depicting the mapping location of HiC read pairs. Increasing intensity of red indicated more read pairs map to a particular coordinate. White corresponds to no reads mapping and the reddest cells have 10,000 read pairs mapping to that coordinate. **b** The scaffold sizes of the AnoSag2.1 assembly are highly correlated with chromosome sizes estimated from karyotype imaging. Raw data appear in Supplementary Data 15**c** Scatterplot of recent high-quality lepidosaur genome assemblies. **d** BUSCO assessment of assembly completeness for AnoSag2.1 and other selected lepidosaur assemblies. Underlying data appear in Supplementary Data 3.

### Contiguity and Completeness

Our AnoSag2.1 assembly has a scaffold N50 of 253.6 Mb, which is 1.6 times as contiguous as *Anolis carolinensis*, the longtime standard bearer for reptile genome assemblies^22^. The four largest AnoSag2.1 scaffolds comprise more than 50% of the genome assembly. The *A. sagrei* karyotype contains 14 chromosomes: six macrochromosomes, seven microchromosomes and the intermediately sized X chromosome. Multiple lines of evidence suggest that our assembly recovers each of these chromosomes as the 14 largest scaffolds. First, the 14 largest scaffolds in AnoSag2.1 comprise 99.1% of the assembled genome sequence. Furthermore, a large drop-off in scaffold size occurs after the last putative chromosome – scaffold 14 is over 20 Mb in size where the next largest scaffold is two orders of magnitude smaller (scaffold 15; 131 kb). Finally, the AnoSag2.1 scaffold sizes are highly correlated (*r*^2^ = 0.996, *p* < 2.2×10^−16^) with chromosome sizes estimated using a published karyotype^67^ of this species (Fig. 2b).

We assessed completeness of our assembly using BUSCO 5.0.0 which tests for the presence of a curated set of 3,354 protein-coding genes known to be present in single copy across vertebrate genomes (vertebrata_odb10). Of these genes, 3,197 (95.3%) are present in full length and found to be single-copy in our assembly. The AnoSag2.1 assembly is missing only 1.6% of the genes from this set. Our assembly exceeds most other Lepidosauria (lizards, snakes, and tuatara) genome assemblies in contiguity and completeness^4,22,68–71^ (Supplementary Data 3). Only the Argentine black and white tegu^70^ (*Salvator merianae*) exceeds our assembly in BUSCO completeness but is substantially less contiguous (Fig. 2c). The eastern fence lizard^71^ (*Sceloporus undulatus*) is slightly more contiguous than our assembly but less complete. These two genomes stand apart from other recent lepidosaur genome assemblies in being both highly complete and contiguous (Fig. 2b, c, d). Variation in both summary statistics can be partially attributed to the specific biology of a sequenced species. For example, two fully assembled genomes of equal total size will have different N50 values based on the size distribution of their chromosomes alone. Similarly, lineage-specific loss or duplication of genes will influence BUSCO completeness scores even if all genes in a species are perfectly annotated. While it is not possible to determine the exact reason for variation in completeness and contiguity our assembly likely benefitted from 1) the relatively large macrochromosomes in *A. sagrei*, 2) the combined use of short and long read sequencing with Chicago and HiC long-distance interaction data and 3) reduced heterozygosity in the individual sequenced (see Methods).

### Annotation statistics

We performed an automated annotation of our assembly using Braker v2.0.5^72^ followed by manual curation of all gene models. This effort resulted in a final set of 20,033 genes comprising 902 Mb (47% of the final assembly length). 

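The count table of the eye libraries holds 20235 gene models under 15554 distinct gene symbols, and 12781 gene models carry a symbol that is listed once. Every gene model in the table had at least 1 read over the 15 libraries summed, so the table holds no gene model without reads, and whether such gene models were left out of it cannot be seen from the table. The last line of the table has no line end, so gene models after it may be missing here. A single library listed 17437 ± 1418 gene models in the central region (SD, n = 5), 18088 ± 279 in the nasal region (SD, n = 5) and 18095 ± 427 in the temporal region (SD, n = 5). Reads were found in every library for 14488 gene models, the alternative that moved the count most. A count of 0 over all libraries would allow up to 0.146 reads per 15000000, and a count of 0 in a single library between 1.66 and 2.96 reads per 15000000. These limits cover counting error only, since the reads carry no molecular identifiers. The paper used reads of this tissue, with those of other tissues and with proteins of other anoles, as evidence for its gene models, and after curation it gives the final set of genes.

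**Figure D1:**
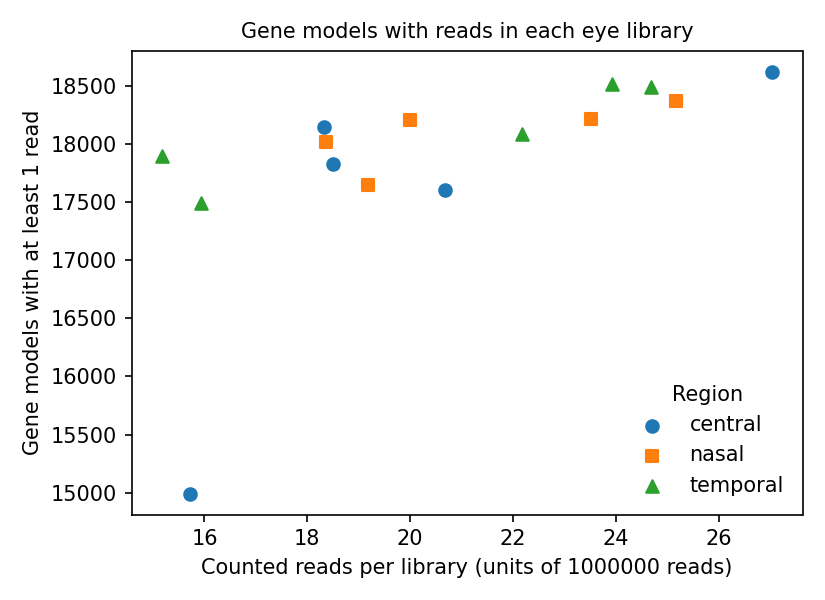
Gene models with at least 1 read in each library (vertical axis, number of gene models) against the counted reads of the library (horizontal axis, in units of 1000000 reads). Each point is 1 of the 15 libraries, with 5 points for each region; central replicate 4 lies lowest, at 14994 gene models.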

Most gene models (94%) contain more than one exon and all exons summed account for a total length of 55 Mb, or about 3% of the assembly (Supplementary Data 4). Start codons are annotated for 99.7% of all gene model and the same percentage have stop codons annotated (although not all within the same genes). One measure of the completeness of a gene annotation is to contrast BUSCO analysis of the annotated exome with a BUSCO analysis of the entire genome. A highly complete exome should recover all the BUSCOs found in the full genome sequence. This analysis suggests our annotation captures most of the genes found in the homology-based BUSCO search – 96.9% of vertebrate universal single-copy orthologs were found to be complete via homology search of the entire genome sequence versus 94.5% found within the gene models in our annotation. While our annotation is quite complete, its completeness is slightly exceeded by the tegu, fence lizard, and wall lizard annotations (Supplementary Data 3). Possible explanations for this include differences in the annotation pipeline and RNA sequencing evidence used to support gene annotation.

### Repetitive element landscape

We estimated 51.7% of the *Anolis sagrei* genome to be repetitive, compared with 32.9% for *A. carolinensis*, including 39.3% comprised of known interspersed repeats, and 10% unclassified repeats. The larger proportion of repeats of unknown classification in the *A. sagrei* assembly compared to that of *A. carolinensis* may represent centromeric repeats captured by long reads. Both genomes contained a diversity of transposable elements, including short interspersed elements (SINEs), long interspersed nuclear elements (LINEs), long terminal repeat retrotransposons (LTRs), and DNA transposons (Table 1). *Anolis sagrei* contained a higher proportion of LINEs and DNA transposons, whereas *A. carolinensis* contained relatively more LTR retrotransposons.

**Table 1:** Repetitive Elements.

Repeat Class	*Anolis sagrei*		*Anolis carolinensis*	
	Length occupied (bp)	Percent of Genome	Length occupied (bp)	Percent of Genome
SINEs	55,937,322	2.90	75,887,012	4.22
LINEs	440,199,767	22.85	234,058,101	13.01
LTR elements	41,622,585	2.16	84,049,288	4.67
DNA transposons	218,634,812	11.35	157,677,814	8.76
Unclassified	191,828,398	9.96	34,170,372	1.90
Total Interspersed Repeats	948,222,884	49.22	585,842,587	32.56
Total Repeats	995,795,378	51.69	591,836,683	32.90

Comparison of the interspersed repeat contents of *Anolis sagrei* and *Anolis carolinensis.*

We examined the age distribution of repeats in each genome, or its repeat landscape, by comparing the proportion of the assembly comprised of insertions according to each repetitive element’s divergence from a consensus sequence for the repeat family to which it belongs. This analysis reconstructs the history and magnitude of repetitive element invasion and expansion in a genome. When comparing the repeat landscapes of the anole genomes, we found that *A. carolinensis* contained a much higher proportion of transposable element insertions with ≤10% divergence from their family consensus (Fig. 3). This was for DNA transposons (Kruskal Wallis test; *P* = 0.0005), LTR retrotransposons (*P* = 8.09e-07), and LINEs (*P* = 0.0073), but not SINEs. This is consistent with previous analyses of these and other species^6^ and suggests that while the transposable element landscape of the *A. sagrei* genome includes more DNA transposons and LINEs than *A. carolinensis*, this discrepancy is driven by a much larger proportion of the genome comprised of ancient insertions (those with Kimura 2-parameter divergence in *A. sagrei* of 10% or greater). In contrast, the transposable element landscape of the *A. carolinensis* genome is dominated by recent inserts, which is indicative of recent activity.

**Fig. 3:**
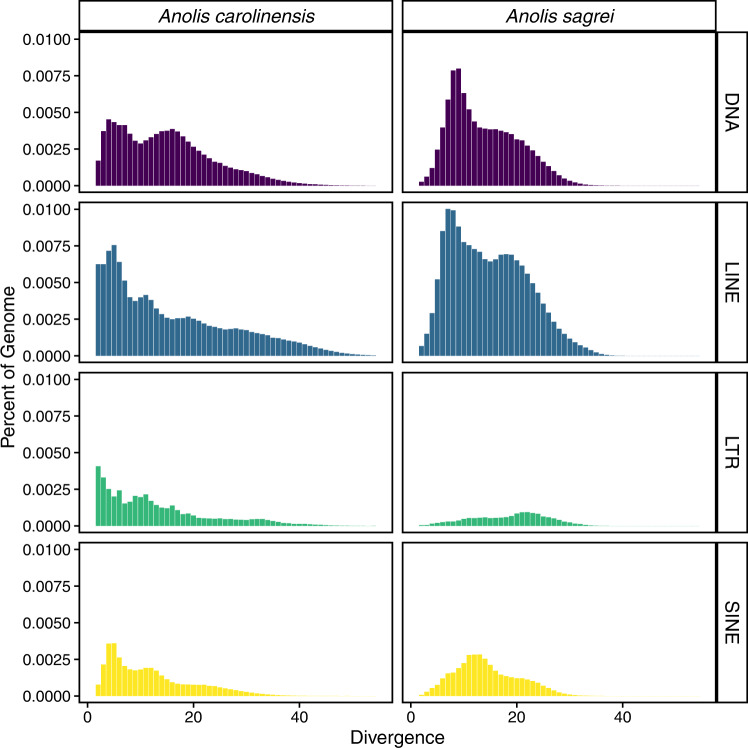
Comparison of repeat landscapes for the classes of transposable elements in *Anolis carolinensis* and *Anolis sagrei*. The proportion of the genome consisting of transposable element insertions (short interspersed elements=SINE, long interspersed elements=LINE, long terminal repeat retrotransposons=LTR, and DNA transposons=DNA) of different ages according to their Kimura 2-parameter divergence from consensus. Older insertions are more divergent. Underlying data appear in Supplementary Data 5 and 6.

Previously, inferring which anole lineage (*sagrei* or *carolinensis*) experienced changes resulting in the differences observed was not possible. However, the recent publication of the *Sceloporus undulatus* genome^71^ and its TE landscape’s similarity to *A. sagrei*, suggest that the lack of older insertions in *A. carolinensis* is a unique characteristic to that species that distinguishes it from other Pleurodont Iguanians which have a larger proportion of old TE insertions (Supplementary Data 5-6). Analyses including other *Anolis* genomes have similarly found the *A. carolinensis* TE landscape to be distinct^6,73^. While we are not able to definitively explain why *A. carolinensis* might have a different repetitive element landscape than other anoles and Iguanians generally, there is one available hypothesis that might explain this observation. Demographically, *A. carolinensis* has experienced two genetic bottlenecks in its evolutionary history - once from a migration event out of Cuba, and a second migration event out of Florida^74–77^. The resulting reduction in genetic diversity associated with serial bottlenecks could be responsible for the shift in TE distribution by fixing segregating genetic variation for a reduced complement of old TE insertions.

### Synteny analysis of the X chromosome

A growing body of evidence suggests that fusions between autosomes and sex chromosomes are common across anoles^78,79^. The chromosomes that result from such fusions, called neo-sex chromosomes, have been used to study multiple evolutionary processes, such as chromosomal degeneration^80^ (or lack thereof) and dosage compensation^81^. *Anolis sagrei* has an XY sex-determination system with sex chromosomes that are substantially larger than those from *A. carolinensis*^67,78^. As Iguanian lizards (except for Basilisks) share a highly conserved core of X-linked genes^82^, the enlarged sex chromosomes in *A. sagrei* have been hypothesized to be the product of three independent fusions of autosomes to conserved iguanian X and Y sex chromosomes^60,67^. By aligning *A. sagrei* short reads from chromosomal flow sorting to the reference *A. carolinensis* genome, Giovannotti and colleagues^67^ showed that the 7th largest chromosome in the *A. sagrei* karyotype was the product of a series of chromosomal fusion events that occurred in the *A. sagrei* lineage. Ancestral chromosomes homologous to *A. carolinensis*’ chromosomes 9 and 12 fused to chromosome 13, the X chromosome of *A. carolinensis* (henceforth’ancient X’). Soon after, Kichigin and colleagues found that the chromosome corresponding to *A. carolinensis* chromosome 18 had also fused to the ancient X in the *A. sagrei* lineage^61^. These authors hypothesized that the neo-sex chromosome in *A. sagrei* resulted from three fusion events: chromosomes 12 and ancient X would have fused independently from chromosomes 9 and 18, and these two pairs of fused chromosomes then fused together to create the current *A. sagrei* XY system. Kichigan further proposed a synteny hypothesis for the *A. sagrei* neo-sex chromosomes in which the ancient X and chromosome 18 would be at the extremes of the neo-X chromosome, while chromosomes 12 and 9 would be in its center^61^.

Analyses of read depth, heterozygosity, and genome-wide association all indicate that AnoSag2.1 scaffold 7 is the X chromosome in this species (see *Sex Chromosome Identification*

below). Using SatsumaSynteny, we aligned the *A. carolinensis* and *A. sagrei* genomes and confirmed previously published predictions^61,67^ that the X chromosome in *A. sagrei* is the product of fusions between chromosomes homologous to 9, 12 and 18 from the *A. carolinensis* assembly and the ancient X. Given the level of contiguity of the AnoSag2.1 scaffold 7, our results present a clear synteny prediction for not only the order of the *A. carolinensis* chromosomes in scaffold 7, but also for the linkage groups that make up the ancient X in *A. carolinensis* (Fig. 4g). We found extensive overlap between the list of scaffolds identified in our synteny analyses and those obtained using short-read data from chromosomal flow sorting^67^. Furthermore, our data corroborated previous results based on dosage compensation, qPCR of X-linked genes and flow sorting in *A. carolinensis* that identified 8 additional scaffolds as X-linked in the original *A. carolinensis* assembly^12,61,83,84^.

**Fig. 4:**
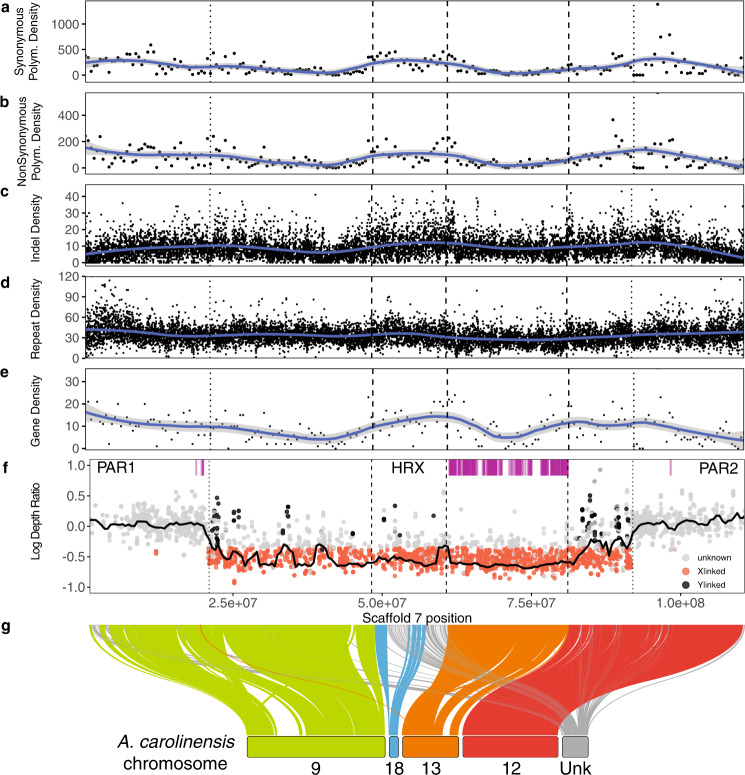
Identification and analysis of the X chromosome. **a**–**e** sliding window plots of element density with LOESS smoothed lines (span = 0.25) of **a**) synonymous SNPs per 500 kb, **b**) nonsynonymous SNPs per 500 kb, **c**) indels per 10 kb. **d** Repetitive elements per 10 kb, and **e**) Genes per 500 kb. **f**) Scaffold 7 male/female depth ratio (log-transformed). The black horizontal line summarizes depth ratio using a sliding window analysis (2 Mb windows, 500 kb step size). X-linked SNPs as those that are outliers for low sequencing depth ratio and show male heterozygosity equal to or lower than female heterozygosity. Y-linked SNPs correspond to significant sex GWA hits. Magenta ticks indicate the annotated location of *A. sagrei* homologs of X-linked genes in *A. carolinensis*. **g** Syntenic relationship between *A. sagrei* scaffold 7 and *A. carolinensis* chromosomes. For all panels, dashed lines represent the boundaries between regions homologous to different A. carolinensis chromosomes and dotted lines mark the estimated boundaries of pseudoautosomal regions (PAR1 and PAR2) and the putative Hemizygous Region of the X (HRX). Underlying data appear in Supplementary Data 8, 10-13.

Although our synteny data confirmed the identity of the ancestral chromosomes that fused to the ancient X to make up *A. sagrei*’s neo-sex chromosomes, our results do not support previous predictions of how these chromosomes are ordered within the *A. sagrei* neo-X chromosome. Our data suggest that chromosomes 18 and the ancient X are fused together at the center rather than at the extremes of scaffold 7 (Fig. 4g). In addition, only minor rearrangements are evident within formerly autosomal chromosomes, which suggests high levels of synteny within chromosomes despite their fusion to each other and the ancient X (Fig. 4).

We found that all nine linkage groups that had been previously assigned to the ancient X aligned to a 20.35 Mb stretch near the center of scaffold 7 (Supplementary Data 7). Two *A. carolinensis* chromosomes - GL343282.1 and chromosome 13 (the X chromosome) are the only linkage groups with regions aligning to multiple locations on *A. sagrei* scaffold 7. Chromosome 13’s other alignment is relatively short (˜1.6 Mb) and is located in one of two hypothesized pseudoautosomal regions (see below); GL343282.1’s other hit is also within the boundaries of the region homologous to the ancient X (see Supplementary Data 8). In addition to partially corroborating Kichigin and colleagues^61^ hypothesis and predicting the orientation of the ancestral autosomes along *A. sagrei*’s neo-sex chromosome system (including the ancient X), our syntenic alignment also identified an additional 142 linkage groups from the *A. carolinensis* assembly as being X-linked in *A. sagrei*’s scaffold 7 (Supplementary Data 8).

Our results, therefore, corroborate the hypothesis that the XY system in *A. sagrei* is composed of neo-sex chromosomes that originated through the fusion of chromosomes homologous to chromosomes 9, 12, 18 and the X in the *A. carolinensis* karyotype^61^. Furthermore, the high contiguity of scaffold 7 led us to hypothesize a new arrangement of these formerly autosomal chromosomes in the *A. sagrei* neo-X chromosome.

### Population genomic identification of the X chromosome

Previous studies have indicated that *A. sagrei* has a male heterogametic sex chromosome system^78,79,85^. Sex determination is genetic; however, females have been shown to preferentially use X or Y bearing sperm to fertilize eggs to skew sex ratios^53,54^. The sex chromosomes of this species are thought to be represented either by microchromosomes^85,86^ or by macrochromosomes^67^. Our synteny-based analyses (above) suggest that scaffold 7 is the X chromosome in *A. sagrei*. To independently verify which of the chromosomes in the *A. sagrei* genome are sex-linked, we used double-digest restriction site associated (ddRAD) data for 50 males and 50 females drawn from 16 populations distributed across the native and introduced ranges of *A. sagrei* (Supplementary Data 9). This method has previously been shown to perform well for sex chromosome identification in anoles^87^ and other taxa^88^.

After quality filtering, we retained an average of 2.3 M read pairs per sample, with no difference observed for males and females (*P* = 0.81; Wilcoxon rank sum test). The GWAS analysis performed using the final 120,967 filtered SNP set identified 204 markers distributed on scaffolds 1, 2, 3, 5, 6, and 7 as significantly associated with sex (Supplementary Figure 1a). Of these, the majority (i.e., 190 SNPs; 93.1%) were clustered on scaffold 7, where we also identified the strongest associations (Supplementary Figures 1a,b). Most (96%) significant GWAS hits showed an excess of heterozygosity in males relative to females (Supplementary Figures 1c,d), as expected if they are linked with the Y chromosome. Compared to the significant associations on scaffold 7, those occurring on scaffolds 1-6 showed an excess of sequencing coverage in males relative to females (Supplementary Figures 1c, d, e). Therefore, a reasonable interpretation is that these SNPs correspond to regions of the genome that have been duplicated between the autosomes and the Y chromosome.

Analysis of sequencing depth further supported our interpretation that scaffold 7 is the sex chromosome in *A. sagrei*. Specifically, scaffold 7 contains 89.6% of the genomic outliers with lower coverage in males compared to females (Fig. 4g). This result is consistent with heterogamety in *A sagrei*, and with X-linkage of sequencing depth outliers. X-linked SNPs are clustered along a 71 Mb region on scaffold 7, which also contains the Y-linked SNPs identified by GWAS (Supplementary Figure 1b).

Collectively, these results indicate the 71 Mb region on scaffold 7 corresponds to the putative Hemizygous Region of the X chromosome (HRX) in *A. sagrei*. The 21 Mb to the left of the HRX, and the 19 Mb to the right of the HRX mostly contain markers with even coverage between males and females. We infer that these correspond to recombining pseudoautosomal regions (PAR1 and PAR2; Fig. 4f). These pseudoautosomal region (PAR) boundaries appear to have evolved *de novo* since the divergence of *A. sagrei* and *A. carolinensis* as the entire ancestral X chromosome (and therefore the ancestral PARs) lies within the HRX in *A. sagrei*. This suggests that Y chromosome degradation encompasses all regions homologous to *A. carolinensis* chromosomes 13 (the X) and 18 and much of chromosomes 9 and 12. The PARs of the *A. sagrei* X chromosome are now composed of portions of two former autosomes, *A. carolinensis* chromosomes 9 and 12. A similar – but far more ancient – event has been hypothesized to have occurred in eutherian mammals where one of the two PARs present in these species arose after the divergence of monotremes and placental mammals 80–130 million years ago^89^. Two recent studies place the divergence of *A. sagrei* and *A. carolinensis* at less than 50 million years ago^90,91^ suggesting that *A. sagrei* has evolved two new PARs in roughly half the time placental mammals evolved one.

As discussed above, we detected broad sequence homology between *A. sagrei* scaffold 7 and nine X-linked *A. carolinensis* scaffolds which together contain 272 gene models in the NCBI RefSeq^92^ *A. carolinensis* annotation (release 102). We found 231 orthologous gene models in our annotation of *A. sagrei*. 

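Supplementary Data 10 lists 271 transcripts under 230 gene names, and 225 of these names occur as a symbol in the count table of the eye libraries, on 267 gene models. The match is by symbol alone, because the transcript identifiers of the 2 tables differ. The number of gene models equals the number of transcripts for 209 of the genes. Reads were present in every library for 224 of the 267 gene models, or 83.9%, against 71.4% of the 19968 other gene models (Fisher's exact test, two-sided, p = 2.9e-06). More than 50 reads per 15000000 were counted for 209 of the 267, or 78.3%, against 62.1% of the others (Fisher's exact test, two-sided, p = 2.4e-08). At least 10 reads over all libraries were counted for 96.6% of them and for 92.8% of the others (Fisher's exact test, two-sided, p = 0.0118). With 1 read over all libraries as the limit, the test is void, since every gene model in the table has one. A symbol listed once in both tables, with its transcript on scaffold 7, was found for 183 genes. Their median level was 4.84 log2 CPM, against 3.23 log2 CPM over all gene models, and lay at or above the medians of 10000 random sets of the same size (percentile 100). Against the 12781 gene models whose symbol is listed once, a comparison chosen after seeing the data, the percentile was 99.6. There the homologs had a median of 5.21 and the gene models compared a median of 4.49, a smaller gap than against all gene models. These medians are in log2 CPM over the reads of those 12781 gene models alone, on another scale than the medians above. The homologs were selected as orthologs of genes annotated in *A. carolinensis*, and the gene models compared were not. CPM was not corrected for gene length. The higher shares and levels therefore cannot be credited to X-linkage.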

The vast majority (225; 97%) of these appear on scaffold 7 in AnoSag2.1. Only five genes are annotated to occur on other scaffolds (*psmb8* and *tap2* – scaffold 2, *iscu* – scaffold 6, and *iqcd* – scaffold 9, and *ptges2* – scaffold 12). Most of these genes occur exclusively on scaffold 7, however, 17 genes have paralogs occurring both on scaffold 7 and another scaffold. 

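In Supplementary Data 10, which gives positions on AnoSag2.1, *psmb8* lies on scaffold 2 from 306006634 to 306019417, and *tap2* has a transcript from 306029569 to 306037226 and another from 306040266 to 306071497 of the same scaffold. *iscu* lies on scaffold 6 from 36921997 to 36927946, *iqcd* on scaffold 9 from 11444090 to 11445529, and *ptges2* on scaffold 12 from 18917368 to 18928569. The symbol PSMB8 had no match in the count table, and this gene is not analysed here. The gene models with the symbol TAP2 were read at the limit of detection. ANOSAT006718 had 4 reads in all, each from the temporal region, and ANOSAT006719 had 12 reads, of which 9 were nasal, 3 temporal and 0 central. Neither passed the filter on low counts, and without the filter neither passed the threshold (lowest adjusted p = 0.106, edgeR's quasi-likelihood test). Reads of these copies could have been split between them by the authors' counting. ISCU (ANOSAT014360) was read at 2.30 ± 1.30 CPM in the central, 1.81 ± 0.904 CPM in the nasal and 2.01 ± 0.730 CPM in the temporal region (SD, n = 5 each), with no difference larger than the spread (lowest adjusted p = 0.676, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PTGES2 (ANOSAT020122) was read at 33.1 ± 3.82, 34.6 ± 6.04 and 35.5 ± 4.75 CPM in the same regions (lowest adjusted p = 0.784, edgeR's test), with nasal replicate 1 highest at 45.2 CPM. IQCD (ANOSAT018296) was read at 10.3 ± 3.09 CPM in the central, 6.57 ± 1.63 CPM in the nasal and 9.80 ± 2.93 CPM in the temporal region. Its log2 fold change from central to nasal was -0.65 (standard error 0.248, adjusted p = 0.0812, edgeR's test), and over the alternatives its adjusted p ranged from 0.011 to 0.213. It passed 0.05 with the replicate block (0.011), in DESeq2 (0.0496), in limma-voom (0.0454) and without central replicate 2 (0.0416). From nasal to temporal it changed by 0.58 (adjusted p = 0.214, edgeR's test) and passed only with the replicate block (0.039), with adjusted p from 0.039 to 0.439 over the alternatives.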

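In Supplementary Data 10, 16 gene names have transcripts both on scaffold 7 and on another scaffold, 34 transcripts in all. All 16 occur as symbols in the count table of the eye libraries, on 32 gene models. No table used here pairs a gene model with its position. The order of the identifiers may tell the copies apart, but that was not tested, so the copy on scaffold 7 is not named here. Reads were found in every library for 27 of the 32 gene models, and 26 had more than 50 reads per 15000000. The median level over the 15 libraries ran from 0 to 994 CPM, with a median over the gene models of 12.2 CPM. The gene models of a gene differed widely in some cases. RPLP0 has transcripts on scaffolds 3, 7 and 11 and gene models at medians of 8.77 CPM (ANOSAT008284), 994 CPM (ANOSAT016755) and 37.0 CPM (ANOSAT019556). CLTCL1 has a gene model at 278 CPM (ANOSAT016903) and another with 5 reads in all 15 libraries together (ANOSAT005920). ACADS has gene models at 12.4 CPM (ANOSAT015059) and 9.06 CPM (ANOSAT016744). Reads from near-identical copies could have been split or moved between them by the authors' counting, so levels of single copies are uncertain.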

Of the 225 genes on scaffold 7, all of them have at least one copy within the region homologous to the *A. carolinensis* X, chromosome 13 (Fig. 4f). Duplicate copies of two genes also occur elsewhere on scaffold 7. 

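The symbols DNAH10 and CMKLR1 are on 2 and 6 gene models of the count table, as many as the transcripts that Supplementary Data 10 lists for each on scaffold 7 of AnoSag2.1. The transcripts of *dnah10* run from 18758246 to 18861870 and from 69138188 to 69170993. Those of *cmklr1* start at 19752213, 19974125, 19980131, 20000436, 80827660 and 98319474. The tables do not pair gene models with these positions, and the identifiers offer only an indirect guide. CMKLR1 gene models ANOSAT015930, ANOSAT015935, ANOSAT015936 and ANOSAT015937 are numbered at the same spacing as transcripts ANOSAGT015047, ANOSAGT015052, ANOSAGT015053 and ANOSAGT015054. If each numbering follows the genome, ANOSAT015918 would be the DNAH10 copy at 18758246 and ANOSAT016825 the copy at 69138188. That order was not tested. The DNAH10 gene model ANOSAT015918 was read at 4.73 ± 3.26 CPM in the central, 5.64 ± 1.76 CPM in the nasal and 6.28 ± 1.22 CPM in the temporal region (SD, n = 5 each), and no difference was larger than the spread (lowest adjusted p = 0.803, edgeR's quasi-likelihood test). It had 0 reads in central replicate 4, where 93.9 were expected from the other central libraries. The DNAH10 gene model ANOSAT016825 had 26 reads in the central, 40 in the nasal and 54 in the temporal region and did not pass the filter on low counts. It was at 0.274 ± 0.115 CPM in the central and 0.536 ± 0.118 CPM in the temporal region, and in the fit without the filter its log2 fold change from central to temporal was 0.96 (standard error 0.572, adjusted p = 0.472, edgeR's test), the lowest adjusted p of its 3 contrasts. The 6 CMKLR1 gene models had between 2 and 48 reads over the 15 libraries and at most 12 in any library. None passed the filter, and without it the lowest adjusted p was 0.282 (edgeR's test), so a difference between regions was not detectable at this depth.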

A single copy of *dnah10* is present in PAR1 and four copies of *cmklr1* occur in PAR1 and one copy in PAR2 (Supplementary Data 10). In mammals and flies the duplication or movement of genes to regions outside the HRX have been observed and are hypothesized to be associated with either dosage compensation or male-specific function. However, we are unable to find support for either hypothesis for these two genes.

*Anolis carolinensis* is the only squamate genome with anchored sex chromosomes identified cytogenetically^22^. As such, it is commonly used for comparative analysis of sex chromosome evolution. However, we and others have shown that the *A. carolinensis* scaffold identified as the X (LgB, the 13^th^ largest scaffold in the AnoCar2.0 assembly) is missing large portions of X-linked sequence^61,67^. While multiple authors have improved our understanding of what genomic regions are X-linked in *A. carolinensis*^12,61,67,83,84^, they have not done so via de novo assembly of the X chromosome. As a result, our scaffold 7 is an ideal candidate to represent squamates for comparative analyses of sex chromosomes due to the relatively close relationship of the anchored *A. carolinensis* X and *A. sagrei* X chromosomes and the previous observation that anole sex chromosomes are derived from a single ancestral pair^78,79^. This allows researchers to use our scaffold 7 as a starting point for comparative analysis of sex chromosomes within reptiles and beyond.

### X-autosome fusion

The Y chromosome of *A. sagrei* is roughly two-thirds the size of the X^67^. This reduction is likely via the process of Y chromosome degeneration^60,93^. Under this process, formerly homologous regions in the Hemizygous Region of the X chromosome (HRX) of the X and Y diverge through mutational accumulation and deletions on the Y. The HRX is expected to evolve under different evolutionary pressures than those on autosomes or within pseudoautosomal regions on the sex chromosomes because, when they occur in males, these loci are effectively haploid. Recessive deleterious genetic variants such as indels, non-synonymous mutations, or repetitive element insertions are thus exposed to purifying natural selection in males and are therefore more likely to be purged from a population^94^. Similarly, the hemizygosity of the X chromosome may result in more efficient positive natural selection^95,96^. Our highly contiguous assembly of the *A. sagrei* neo-sex chromosome is composed of ancient sex-linked sequences as well as more recently recruited former autosomes, we might expect variation in the density of variants among these regions, reflecting differences in the time they have been X-linked. Just such a phenomenon has been observed in the neo-X of *Drosophila miranda* where formerly autosomal portions of the X chromosome have reduced synonymous polymorphism due to repeated selective sweeps^97^. Indeed, our data suggest some gametologs on the X and Y have sufficiently diverged to allow detection of X- and Y-linked sequences in the HRX of *A. sagrei* (Fig. 4f). However, the mapping of male-linked sequences to regions homologous to *A. carolinensis* chromosomes 9, 12, and 18 but not the X (chromosome 13) reveals, unsurprisingly, that X-Y divergence is more substantial on the portion of the X chromosome that has been sex-linked the longest. We also observed differences in the density of indels, repetitive elements, genes, and synonymous and nonsynonymous polymorphisms among the sub-compartments of the *A. sagrei* X chromosome; regions homologous to the ancient X have a lower density of each of these features than regions homologous to *A. carolinensis* autosomes (Fig. 4a-e, Supplementary Data 11-13, Supplementary Figure 2). Future analyses, using population genetic data in contrast to the pooled sequencing performed here, would allow more detailed evaluation of the evolutionary dynamics at play on the *A. sagrei* X chromosome.

## Conclusions

We report a, high-quality genome assembly of the brown anole, *Anolis sagrei*. Our analyses of this genome have revealed insights into the lineage-specific accumulation of repetitive elements and the complex evolution of anole sex chromosomes, including multiple bouts of autosome-sex chromosome fusion. The highly contiguous nature of our assembly and its substantial completeness presents a community resource that will enable future and on-going work in this emerging model organism. The assembly and accompanying annotation of genes and genetic variation we report here make possible a wide array of analyses such as genetic mapping of traits^23,98^ and functional genetics. Finally, the assembly serves as a launching point for future work probing the genome of this diverse species, including the assembly of the Y chromosome and population-scale analysis of structural evolution.

## Methods

### Chosen animal

A single female *Anolis sagrei ordinatus* was chosen for sequencing. This animal was collected from the Conception Island Bank in the Eastern Bahamas. Mitochondrial sequencing from across the range of the species had previously revealed this population to have the lowest levels of nucleotide polymorphism^99^ and was therefore best suited for *de novo* genome assembly. After humane euthanasia using Sodium Pentobarbital, we excised and flash froze muscle and liver tissue in liquid nitrogen. Flash frozen tissues were subsequently stored at −80 °C. The carcass was preserved in ethanol and accessioned into the Herpetology collection of the Museum of Comparative Zoology (specimen number Geneva1000, MCZ R-198163). All animal work was performed under Harvard Institutional Animal Care and Use Committee Protocol 26-11. Research, collection, and export permissions were granted by the Bahamas Environment, Science and Technology Commission, the Bahamas Ministry of Agriculture and Marine Resources, and the Bahamas National Trust.

### Sequencing

High Molecular Weight DNA was extracted from muscle and liver tissues using a Qiagen genomic tip kit. Two whole genome shotgun sequencing libraries were prepared using a TruSeq v3 DNA PCR-free library preparation kit with a 450 bp insert between pairs.

Two Chicago libraries and three Dovetail HiC libraries were prepared following previously published protocols^64,100^. For Chicago libraries, ~500 ng of DNA was reconstituted into chromatin in vitro and then fixed in formaldehyde. For HiC libraries chromatin was first fixed in place with formaldehyde in the nucleus and then extracted. The remaining steps for both protocols were identical. Fixed chromatin was digested with DpnII, creating 5’ overhangs which were filled with biotinylated nucleotides followed by ligation of free blunt ends. Crosslinks were then reversed, and the DNA purified from protein. Purified DNA was treated to remove biotin that was not internal to ligated fragments. The DNA was then sheared to an average fragment size of 350 bp and used to generate sequencing libraries using NEBNext Ultra enzymes and Illumina-compatible adapters. Biotin-containing fragments were isolated using streptavidin beads before PCR enrichment of each library.

The two whole genome shotgun (WGS) libraries were multiplexed and sequenced across two sequencing lanes. The two Chicago and three HiC libraries were multiplexed and sequenced across two additional lanes. All libraries were sequenced as paired end 150 bp reads on the Illumina HiSeqX platform. A summary of the data generated from all sequencing approaches can be found in Supplementary Data 14. Raw sequence reads are accessioned on the NCBI SRA (BioProject ID: PRJNA783271).

### de novo assembly

We processed raw Illumina WGS reads using trimmomatic v.0.36^101^. We used ILLUMINACLIP to remove TruSeq3 v2 sequencing adapters. We then removed any nucleotides with quality scores less than 20 from the leading and trailing ends of each read. Next, reads were truncated from the ends if sliding windows of 13 bp have an average quality below 20. Finally, we retained only reads longer than 23 nucleotides. For trimmed reads less than 23 bp we removed both that read and its paired read. We retained 896 million read pairs after filtering. These reads were used as input for *de novo* assembly using meraculous v2.2.2.5^63^ with the following parameters (diploid mode - diploid nonredundant haplotigs, kmer size 73, minimum kmer frequency 8).

### Scaffolding

We used the initial *de novo* assembly, Chicago library reads, and Dovetail HiC library reads as input data for HiRise v2.1.6-072ca03871cc, a software pipeline designed specifically for using proximity ligation data to scaffold genome assemblies^64^. We performed an iterative process of scaffolding. First, Chicago library sequences were aligned to the *de novo* input assembly from meraculous using a modified SNAP read mapper (http://snap.cs.berkeley.edu). The mapped separation of Chicago read pairs within draft scaffolds were analyzed by HiRise to produce a likelihood model for genomic distance between read pairs, and the model was used to identify and break putative misjoins, to score prospective joins, and make joins above a threshold. After aligning and scaffolding using Chicago data, HiC library sequences were aligned and used for scaffolding following the same method above but with the Chicago-scaffolded assembly as input.

### AnoSag1.0

Using the Chicago-scaffolded assembly as input we used abyss-sealer v2.02^102^ with options “-v -j32 -s100G -k96 -k80 -k64 -k48 -P 50 -o run20 -B5000” to close 18.6% of gaps in the assembly, substituting 9 Mb of ambiguous sequence with determined bases and increased N50 by 1.2 Mb. Gap-filled scaffolds were ordered and named sequentially according to descending size.

The total length of this assembly (1.6 Gb) was substantially smaller than the *Anolis carolinensis* assembly or cytological estimates of *A. sagrei* (~1.9 Gb), so we performed an additional round of improvement to identify missing sequences. Using bwa-mem v0.17^103^, we mapped the Illumina WGS PE reads generated in the project to the v1.0 assembly and extracted all unmapped reads. Approximately 2.5% of all read pairs either did not map or only a single read mapped. We then performed a *de novo* assembly using ABySS v2.02^104^ using the unmapped paired and unpaired reads as input and a kmer size of 96, generating ~29 K contigs. BLASTN v2.7.1^105^ annotation of these contigs against the NCBI nr database revealed that about half had a highest match to saurian sequences (14,360; of which 10,975 mapped to an *Anolis* accession). We reserved all contigs mapping to saurians and discarded all other contigs to avoid contaminant and metagenomic sequences. These contigs were appended to the final sagrei assembly and are numbered in descending size. The version 1.0 assembly, including both gap-filled scaffolds and newly assembled and filtered contigs was composed of 28,096 elements (scaffolds plus contigs) totaling 1.62 Gb in length.

### AnoSag2.0

During quality control checks of the v1.0 assembly, we discovered an issue that led us to further refine the assembly. Specifically, during spot-checking of the annotation of deeply conserved developmental genes, we discovered that while our assembly placed exons in the same order as other vertebrate genomes the orientation of exons within genes varied substantially. This seems to be caused by the inability of scaffolding software to determine the orientation of some contigs while performing scaffolding using Chicago and HiC data^106^. To correct this issue, we generated additional long-read Pacific Biosciences data, broke the assembly back into contigs, and re-scaffolded.

### High molecular weight DNA isolation and sequencing

High-molecular-weight genomic DNA was extracted from the muscle tissue of the same female *A. sagrei ordinatus* used for all previous sequencing. Frozen muscle tissue was homogenized with a pestle in freshly made lysis buffer (0.1 mM Tris, 1% Polyvinylpyrrolidone 40, 1% Sodium metabisulfite, 500 mM NaCl, 50 mM EDTA, 1.25% SDS, pH 8.0) and incubated with proteinase K at 55 °C for 50 minutes prior to RNase A treatment at room temperature for 10 minutes^107^. Next, one-third volume of 5 M potassium acetate was added, and the solution was incubated at 4 °C for 5 minutes and pelleted by centrifugation. The DNA in the supernatant was bound to SPRSelect beads (Beckman Coulter Life Sciences), washed and eluted in elution buffer (10 mM Tris, pH 8.0) according to the manufacturer’s instructions. Throughout the extraction process, the solutions were manipulated gently to minimize the shearing of DNA.

### PacBio sequencing

A SMRTbell library was constructed using the SMRTbell Template Prep Kit 1.0 (Pacific Biosciences) and sequenced on the Sequel I platform using Sequel Sequencing Kit 2.1 (Pacific Biosciences, Sequel SMRT Cell 1 M v2). Two sequencing runs generated a total of 1,257,251 reads, with an average size of 18 kb. Raw sequence reads have been accessioned on the NCBI SRA (BioProject ID: PRJNA783271).

### PacBio contig extension and bridging

The Illumina short read data generated for the initial *de novo* assembly (see above) were used to correct errors in PacBio long reads using Proovread v2.14.1^108^. As a trade-off between run-time and accuracy, 40x short read coverage was used during error correction. The resulting untrimmed error-corrected PacBio reads were subjected to additional hybrid error correction with FMLRC^109^ before being used to extend and bridge the original contigs from the AnoSag1.0 assembly. The AnoSag1.0 genome assembly was reverted to contigs by breaking scaffolds at any gap of 100 bp or more. The resulting contigs were extended and bridged using error-corrected PacBio reads using SSPACE-LongRead scaffolder v1.1^110^. Redundant contigs were removed using fasta2homozygous.py, a python script from Redundans v0.14a^111^. BUSCO assessments using the vertebrata dataset were performed before and after the removal of redundant contigs to ensure that removing redundant contigs did not change the completeness of the genome assembly. Gaps in contigs were closed by LR Gapcloser^112^. Contigs were then re-scaffolded through two iterations of the HiRise pipeline using previously prepared Chicago and Hi-C libraries as described above to generate the version 2 *Anolis sagrei* genome assembly – AnoSag2.0. All programs were run using the recommended default settings.

### AnoSag2.1

We generated a link density histogram paired reads from our HiC library using Juicer v1.6^66^. Visualizing these data in Juicebox v1.11.08^113^ revealed the second largest scaffold was in fact an intercalated fusion of two large scaffolds (Supplementary Figure 3). Through inspection of HiC link data as well as read mapping of Illumina short-read, RNA-Seq, and PacBio data, we identified three breakpoints on the AnoSag2.0 scaffold_2 (positions 1-206,031,901; 206,031,902-209,142,770; 209,142,7701-210,003,944; and 210,003,945-342,856,123) resulting in 4 fragments. We split the scaffolds at these locations and rejoined the first fragment to the third, and the second fragment to the fourth according to evidence from HiC link mapping. This resulted in the formation of two new scaffolds – the fifth and sixth largest in the new assembly. We sorted and renamed scaffolds by size to create the final AnoSag2.1 assembly reported here. We are making earlier assemblies (AnoSag1.0 and AnoSag2.0) publicly available because earlier research has been performed and published using those preliminary assemblies.

### Mitochondrial genome assembly

The mitochondrial genome was absent from the AnoSag2.1 assembly. To assemble the mitochondrial genome, we first subsampled 1 million trimmomatic filtered and trimmed Illumina read pairs. These reads were used as input for a circular *de novo* assembly in Geneious v11.1.5 (https://www.geneious.com). Separately, we extracted the largest subread (17.2 kb) from our error-corrected PacBio dataset. These two sequences were identical at the nucleotide level where they overlapped, but each contained regions absent in the other. To complete the mtGenome assembly we created a consensus of these two sequences and then aligned both PacBio and Illumina reads to that consensus to confirm reads from both platforms aligned to all regions. We annotated the mitochondrial genome assembly using the MITOS webserver^114^.

### Chromosome size analysis

Using a recently published, high-resolution *Anolis sagrei* karyotype (Fig. 1c from Giovannotti and colleages^67^) we measured the size of each chromosome as it appeared in that figure. For each chromosome, we calculated the fraction of the total karyotype occupied by that chromosome for an XX individual and multiplied that fraction by the total size of the AnoSag2.1 assembly to generate an estimate of nucleotide content. These estimates were then compared against the number of nucleotides in each size-sorted AnoSag2.1 scaffold (Supplementary Data 15). We calculated the correlation between scaffold size and estimated chromosome size via linear regression using the lm function in R v3.6^115^.

### Repetitive element content

To estimate the repetitive landscape of the *Anolis sagrei* genome, we modeled repeats *de novo* on the assembly using RepeatModeler v1.08^116^ and annotated the repeat consensus sequences using RepeatMasker v4.0.7^117^. To understand the age distribution of transposable elements in each genome, we used the divergence of an insert from its family consensus as a proxy for its age. We generated alignments for each repeat family and calculated the Kimura-2 parameter divergence from consensus (correcting for CpG sites) using the calcDivergenceFromAlign.pl RepeatMasker tool. We compared the repetitive profiles of *A. sagrei* and *A. carolinensis* through a parallel analysis, running RepeatModeler and RepeatMasker with the AnoCar2.0 assembly^22^.

### Gene model annotation

For gene structure annotation of AnoSag2.1, we ran Braker v2.0.5^72^ using RNA-Seq data and amino acid sequences of closely related species. In brief, we used RepeatModeler v1.0.11^116^ to construct an *Anolis sagrei* repeat library, which was subsequently used by RepeatMasker v1.0.11^117^ to mask repeats in the genome. We used protein sequences of *A. carolinensis* and *A. punctatus* obtained from NCBI RefSeq to query our reference sequence for homologous proteins. Composite RNA-seq data were prepared by combining eight paired-end RNA-Seq libraries consisting of two libraries from a forelimb and a hindlimb at embryonic stage 7^118^, three libraries from brain, liver, and skin tissue of an adult female^119^ (SRA accession number: DRA004457), and three new libraries from central, nasal, and temporal regions of eye retina. 

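RNA from the posterior globe of *A. sagrei* embryos at Sanger stage 16.5 was sequenced in 15 libraries, 5 replicates each from the central, nasal and temporal regions. The paper describes the tissue of each region as pooled from 3 embryos, with sexes mixed. Dissected posterior globe can carry pigment epithelium and sclera along with retina. The paper's annotation methods count 3 eye libraries, and the sources used here do not say how these relate to the 15 libraries. The paper gives Orlando as the origin of the wild-caught parents, while the sample labels give south Florida. The authors deposited raw read counts per gene model, 1 column per library, without normalization, and how the reads were counted is not given in the sources used here. Counted reads per library ranged from 15712525 to 27035312 in the central region (median 18492772), from 18365334 to 25166494 in the nasal region (median 19993197) and from 15177438 to 24688374 in the temporal region (median 22167258). The 10 gene models with the most reads took between 2.77% and 3.69% of the counted reads of a library. Counts were scaled with edgeR's TMM method, whose factors lay between 0.975 and 1.02, and 15910 gene models passed its filter on low counts and were tested between regions. Values in CPM (counts per 1000000 counted reads, scaled) are means of 5 libraries with their standard deviation (SD).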

We generated these eye RNA-seq datasets from tissues from Sanger St 16.5 embryos laid from wild-caught *A. sagrei* parents from Orlando, FL. We collected tissues from the nasal, central, and temporal posterior regions of the eye, and pooled together samples from 3 embryos (of mixed sex). We isolated total RNA using the mirVana RNA Isolation Kit (ThermoFisher Scientific). We constructed libraries using the TruSeq Stranded mRNA Sample Prep Kit for Illumina and sequenced on an Illumina NextSeq 500 platform. All combined RNA-seq read data were aligned to AnoSag2.1 using TopHat v2.1.1^120^ with the option --b2-very-sensitive. The Braker gene prediction pipeline was run with the options “--softmasking --prg=gth --gth2traingenes”.

CD-HIT v4.6.8^121,122^ was used with default parameters to remove redundant gene models from Braker’s output. Using the protein sequences of non-redundant gene models from CD-HIT as a query, BLASTP v2.7.1^105^ searches were performed against the non-redundant RefSeq protein database. Gene models with unique protein matches and e-value less than 1e-3 were kept. When more than one gene model had blast hits with the same protein, the gene model with the best score was kept. In addition, we retained gene models that lacked a BLAST hit if they either 1) contained 3 or more exons or 2) had more than 50 RNA-seq reads per 15 million mapped reads and did not overlap with those from the non-redundant CD-HIT gene models already retained. 

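The same rate, 50 reads per 15000000, was computed for every gene model of the eye libraries, with counted reads in place of mapped reads as the denominator. Over the 15 libraries summed, 12619 gene models (62.4% of the table) had a rate above it. In single libraries the number was 12481 ± 89.5 in the central region, 12498 ± 83.9 in the nasal region and 12564 ± 65.6 in the temporal region (SD, n = 5 each). Single libraries ranged from 12365 to 12636. Paired by replicate number, a comparison chosen after seeing the data, temporal libraries exceeded central ones in 5 of 5 pairs, by 82.8 ± 55.5 gene models on average (SD, n = 5 pairs; exact permutation test within pairs, two-sided, p = 0.0625, the smallest p that 5 pairs allow). Nasal exceeded central in 3 of 5 pairs (p = 0.688, same exact test), and temporal exceeded nasal in 4 of 5 (p = 0.188, same exact test). The rate corresponds to 50.6 reads in the smallest library and 90.1 reads in the largest. Requiring the rate in every library gave 11026 gene models, and a rate of 100 reads per 15000000 gave 11108. Which gene models lacked a BLAST hit is not part of the count table, so the rate could not be applied to those alone.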

Gene models from these processes were combined to generate a final non-redundant gene set. We removed gene models that consisted of highly repetitive sequences with no available RNA-seq supportive evidence. To systematically detect instances where genes were inappropriately split into two or more gene models, we parsed BLAST results to identify all adjacent gene models that matched to the same protein. We visually examined aligned RNA-seq reads to these gene models individually in IGV v2.11.9^123^ to determine whether there was evidence of splicing between adjacent gene models, and adjacent gene models were merged if there was evidence of splicing. To assign gene names to gene models, we used BLASTP on translated protein sequences of gene models against NCBI vertebrata RefSeq protein database and then converted RefSeq protein accession (as input) into gene symbol (as output) using db2db in bioDBnet (https://biodbnet-abcc.ncifcrf.gov/db/db2db.php).

### SNP/indels genotyping

We performed sequence variant calling with composite shotgun data by combining 75 bp single-end Illumina reads from 5 genomic libraries originally generated as control data for *A. sagrei* ChIP-seq experiments. Each genomic library was created from a pool of embryos produced by a colony of wild-caught *A. sagrei* from Orlando, FL. The library details are as follows: library 1, 57 embryos, 46.6 million reads; library 2, 59 embryos, 42.1 million reads; library 3, 91 embryos, 16.6 million reads; library 4, 97 embryos, 104 million reads; library 5, 70 embryos, 25.3 million reads. Likewise, composite RNA-Seq data were generated by combining data from 27 RNA-Seq libraries from embryonic (forelimbs, hindlimbs, and retina) and adult tissues (brain, skin, and liver). Embryonic limb (GEO accession GSE128151) and adult tissue RNA-seq data (DDBJ Sequence Read Archive accession DRA004457) were previously published^118,119^. Anole eye RNA-seq datasets were generated from tissues from Sanger Stage 16.5 embryos laid from wild-caught *A. sagrei* parents from Orlando, FL. Tissues from the nasal, central, and temporal posterior regions of the eye were collected, and samples from 3 embryos (of mixed sex) were pooled together. Total RNA was isolated using the mirVana RNA Isolation Kit (ThermoFisher Scientific). Libraries were constructed with TruSeq Stranded mRNA Sample Prep Kit for Illumina and sequenced on the Illumina NextSeq 500 platform. Embryonic retina RNA-seq data were submitted to GEO (GEO accession GSE184570). The composite sequence data were aligned to the *A. sagrei* genome (AnoSag2.1) using BWA-mem v0.7.15^103^ with the default parameters. The resulting alignment files (SAM format) were merged and converted into sorted BAM file using SAMtools v1.6^124^ before duplicates were removed using Picard v2.16.0 (Broad Institute, 2019) MarkDuplicates with the options “MAX_FILE_HANDLES_FOR_READ_ENDS_MAP = 1000 REMOVE_DUPLICATES = true ASSUME_SORTED = true VALIDATION_STRINGENCY = LENIENT”. SAMtools mpileup was used to generate genotype likelihoods at each genomic position with coverage from the deduplicated BAM file. We used BCFtools v1.9^125^ with the options “--keep-alts --multiallelic-caller --variants-only” to call and filter sequence variants. We further filtered single nucleotide variants using VCFTools v0.1.15^126^ to have a minimum quality score of 25 and a minimum depth of 5 reads (commands “--minQ 25 --minDP 5”). Summaries of features per genomic window (indels, SNPs, genes, repetitive elements) were calculated using VCFTools and BEDTools v2.26^127^. The impact of single nucleotide variants was assessed using SNPeff v5.0^128^ using default settings.

### Analysis of X chromosome synteny

We used SatsumaSynteny v2.0^129^ to align scaffold 7 in the *A. sagrei* assembly to the *A. carolinensis* assembly version 2.0. Next, we used custom awk scripts to modify SatsumaSynteny’s default output to a bed format and used the Circos^130^ function bundlelinks to merge adjacent links together. We used bundlelinks’’strict’ flag, keeping only bundles that were within 1Mbp of each other and that were at least 1kbp in length. To make the linear synteny plot between *A. sagrei* scaffold 7 and the scaffolds in the *A. carolinensis* assembly, we used the R package RIdeogram^131^ in R v3.6^115^. For plotting purposes, we labeled scaffolds that aligned to scaffold 7 as belonging to either chromosome 9, 12, 18 or the ancient X in the *A. carolinensis* assembly using information from previous flow sorting and dosage compensation studies in *A. carolinensis*^12,61,67,83,84^.

We assessed the synteny degree between the *A. sagrei* and *A. carolinensis* genomes using Satsuma v3.1.0^129^, an alignment software devised to deal with large queries and references. Satsuma works as follows. First, it breaks the query and the reference sequences into 4096 bp chunks, by default, that overlap in one-quarter of their size. Then, it translates As, Cs, Ts and Gs into numeric signals that go through cross-correlation. Cross-correlation is calculated as a function of the displacement of one sequence’s signal relative to the other. It measures the similarity among two analog signals, the higher the cross-correlation value, the more bases match across the overlap and the stronger the signal. Next, Satsuma fine-tunes the alignment by keeping sequences that are at least 28 base-pairs long and have 45% matching. Then, Satsuma calculates an alignment probability model based on the aligned sequences length, identity, GC content and length, keeping alignments that have probability lower than 10^−5^ of being random noise. After Satsuma identifies it proceeds with dynamic programming to merge overlapping blocks into alignments with gaps. To reduce computational time, Satsuma implements a ‘paper-and-pencil game battleship’ approach, in which it queries the vicinity of the alignment for more hits.

### Sex chromosome identification

We prepared libraries following the standard ddRAD protocol^132^. Briefly, we used the *SphI* HF and *EcoRI* HF restriction endonucleases (New England Biolabs) to digest genomic DNA. After size selection, we retained fragments of 500–660 bp. Libraries were pair-end sequenced (150 bp read length) on an Illumina HiSeq 4000 (Illumina, San Diego, CA, USA). We included ddRAD data for 50 males and 50 females, sequenced as part of a larger related project investigating the population genomics of native and invasive *A. sagrei* populations^23^. These were obtained from 16 populations distributed across the native and introduced ranges of *A. sagrei* (Supplementary Data 9). In selecting samples, we aimed for a balanced representation of both sexes for most populations. Raw data are accessioned in the NCBI SRA database (BioProject ID: PRJNA737437).

Sequencing files were de-multiplexed using *ipyrad* v0.7.15^133^. We removed low-quality bases and Illumina adapters using Trimmomatic v0.36^101^. Cleaned reads were used for SNP calling within the dDocent v2.2.20 pipeline^134^. In dDocent, reads were aligned to the *A. sagrei* assembly using BWA v0.7.16a-r1181^135^ at default parameters. We then performed joint variant calling using the 100 *A. sagrei* genotypes along with 925 other conspecific genotypes sequenced as part of related projects, in Freebayes v1.0.2^136^. The genotype calls for the 100 samples used here were filtered using vcflib (https://github.com/vcflib/vcflib). We kept only biallelic SNPs with MAPQ scores > 20. For the remaining markers, we coded genotypes that were supported by fewer than four reads as missing data. We subsequently kept only SNPs with data in at least 70% of samples, and those with minor allele frequency larger than 5%.

To identify Y-linked genomic regions, we performed a genome-wide association study (GWAS) in PLINK v1.0.7^137^. Because *A. sagrei* is known to have a male heterogametic sex chromosome system^67,78,85^, SNPs associated with one sex should be in close linkage with the Y chromosome. Specifically, we expect these SNPs to represent differences that occur between X and Y gametologs. We coded sex as a binary case/control variable. Prior to the GWAS analysis, we imputed any remaining missing data in the filtered SNP set using BEAGLE v5.0 at default parameters^138^. For association testing, we used Fisher’s exact test and set the genome-wide significance threshold using the Bonferroni correction for multiple comparisons (0.05/total number of tested markers). Further confirmation of GWAS results was obtained by calculating the difference in heterozygosity between males and females (i.e. relative male heterozygosity), at each SNP. This is because in a male-heterogametic system we expect SNPs occurring between gametologs to show an excess of heterozygosity.

To identify X-specific genomic regions, we used the ratio of sequencing coverage between males and females. In species with heteromorphic sex chromosomes such as *A. sagrei*, this metric should be effective in distinguishing between the autosomes and the X chromosome^88^. A ratio close to 1 is expected for autosomes, while a ratio of 0.5 is expected for the X chromosome, due to hemizygosity of males. For both sequencing depth ratio and relative male heterozygosity, we identified upper and lower thresholds for categorizing SNPs as genomic outliers using the interquartile range (IQR; upper/lower quartile + /- 1.5 IQR). We then defined X-linked SNPs as those that are outliers for low sequencing depth ratio and show male heterozygosity equal to or lower than female heterozygosity. Y-linked SNPs were defined as those with significant sex GWA hits. Lastly, we used these SNP categories to identify the approximate boundaries of the PARs, by tallying the percent of sex-linked SNPs in 1 Mb windows along scaffold 7 (Supplementary Data 16).

### Statistics and reproducibility

The genome assembly reported here was derived from a single *Anolis sagrei* female. The source specimen has been accessioned into Herpetology collection of the Museum of Comparative Zoology (specimen number Geneva1000, MCZ R-198163). Our annotation pipeline made use of pooled RNA libraries consisting of 3-97 individuals. Population genomic and GWAS analyses were performed on a set of 100 individuals (50 males and 50 females). GWAS significance thresholds were adjusted using a Bonferroni correction for multiple comparisons (0.05/total number of tested markers).

## Supplementary information

Supplementary Information

Editorial Assessment Report

Description of Additional Supplementary Files

Supplementary Data 1 - 16

## Data Availability

The following resources are available at the Harvard Dataverse Repository, https://dataverse.harvard.edu/dataset.xhtml?persistentId=doi:10.7910/DVN/TTKBFU: the current AnoSag2.1 assembly (fasta format), annotation (gtf format), mtDNA assembly (fasta format), and AnoSag2.1 mtDNA annotation (gff format). This repository includes annotated SNP variants (vcf format), indel variants (vcf format), transcripts (fasta format), and proteins (fasta format) mapped to, or derived from, the AnoSag2.1 assembly. Also accessioned on Dataverse are previous, now deprecated, iterations of the *Anolis sagrei* genome: the AnoSag2.0 assembly (fasta format) and annotation (gff, deprecated annotation), as well as the AnoSag1.0 assembly (fasta format). Newly produced raw and processed data have been accessioned under NCBI BioProject PRJNA783271. The AnoSag2.1 assembly is accessioned under NCBI genome ID JANCLY000000000. Raw sequencing data are available on the NCBI Sequence Read Archive: Illumina short reads (SRR21197535 and SRR21197563), Chicago Proximity Ligation data (SRR20983434), HiC proximity ligation (SRR20983433), and PacBio long reads (SRR20045886). Accession data for RNAseq data used for annotation are as follows: Embryonic retina (GEO accession GSE184570); Embryonic limb (GEO accession GSE128151); and adult tissue RNA-seq data (DDBJ Sequence Read Archive accession DRA004457). Raw ddRAD data are accessioned in the NCBI SRA database (BioProject ID: PRJNA737437). Source data underlying main figures are presented in Supplementary Data 1 (Fig. 1), Supplementary Data 3 (Fig. 2d) and Supplementary Data 5-6 (Fig. 3).

# Supplementary material for: Chromosome-scale genome assembly of the brown anole (Anolis sagrei), an emerging model species
**Source:** Commun Biol. 2022 Oct 25;5:1126. doi: 10.1038/s42003-022-04074-5
**Supplement:** Supplementary file 1 — Supplementary Information

*Supplementary Information for* Chromosome-scale genome assembly of the brown anole (*Anolis sagrei*), an emerging model species

Anthony J Geneva, Sungdae Park, Dan Bock, Pietro de Mello, Fatih Sarigol, Marc Tollis, Colin Donihue, R Graham Reynolds, Nathalie Feiner, Ashley Rasys, James Lauderdale, Sergio G Minchey, Aaron J Alcala, Carlos Infante, Jason J Kolbe, Dolph Schluter, Douglas B Menke, Jonathan B Losos

**Supplementary Note 1: Publication record**

We performed separate queries for “*Anolis sagrei*” and “*Anolis carolinensis*” appearing in the title or abstract of publications using the <http://dimensions.ai> database. We limited the query to the years 1980-2000 inclusively. These query results were merged and the number of publications per species per year were calculated using R v3.6.3<sup>1</sup> and plotted using ggplot2 v 3.3.3<sup>2</sup>. The resulting data can be found in Supplementary Data 1.

**Supplementary References**

- 1 R: A Language and Environment for Statistical Computing (R Foundation for Statistical Computing, Vienna, Austria, 2020).
- 2 Wickham, H. *ggplot2: Elegant Graphics for Data Analysis*. (Springer International Publishing, 2016).

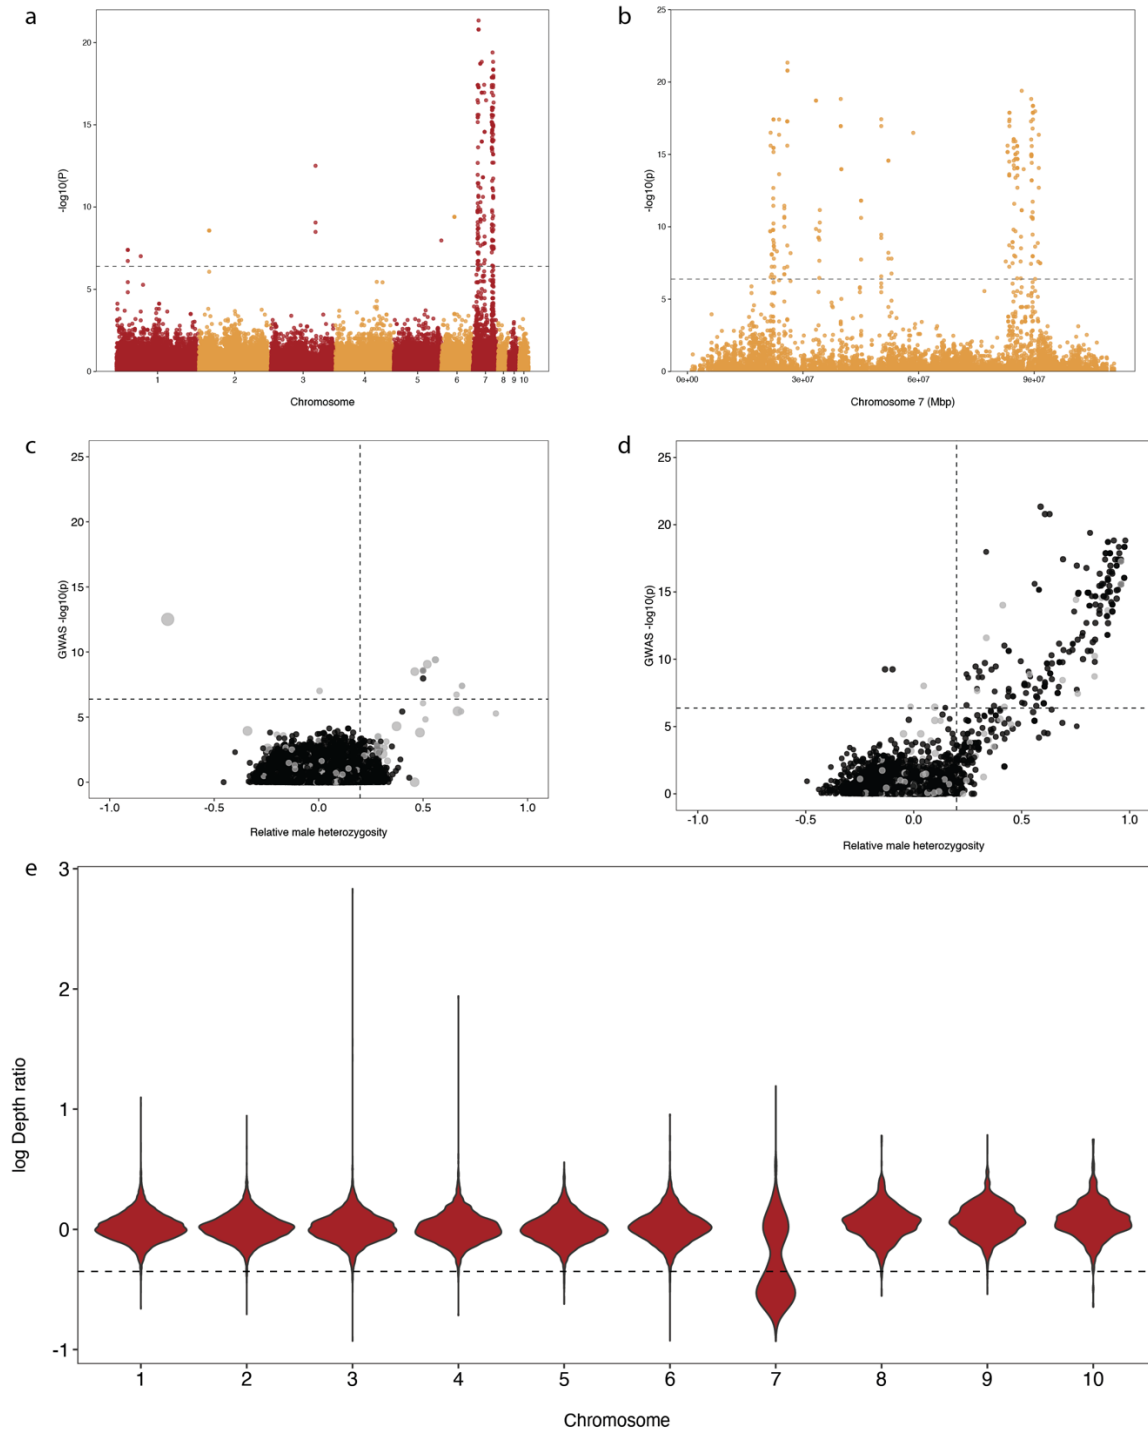

**Supplementary Figure 1: Identification of the sex chromosome of *Anolis sagrei*.** **a**, Manhattan plot for the sex GWAS analysis, showing only the largest 10 scaffolds. The dotted line represents the 5% significance threshold after Bonferroni correction. **b**, Magnification of GWAS results for scaffold 7. **c,d**, Relative male heterozygosity, GWAS  $-\log_{10} P$ -values, and male/female depth ratio for scaffolds 1-7 (**c**) and for scaffold 7 (**d**). The horizontal dotted line is the GWAS significance threshold, and the vertical line is the threshold for the identification of heterozygosity outliers. SNPs with higher depth in males than in females (i.e. genomic outliers for depth ratio) are

shown in grey. Circle size is proportional to depth ratio. e, Log-transformed male/female depth ratio for scaffolds 1-10. The dotted line marks the threshold used for the classification of genomic outliers with low depth ratio.

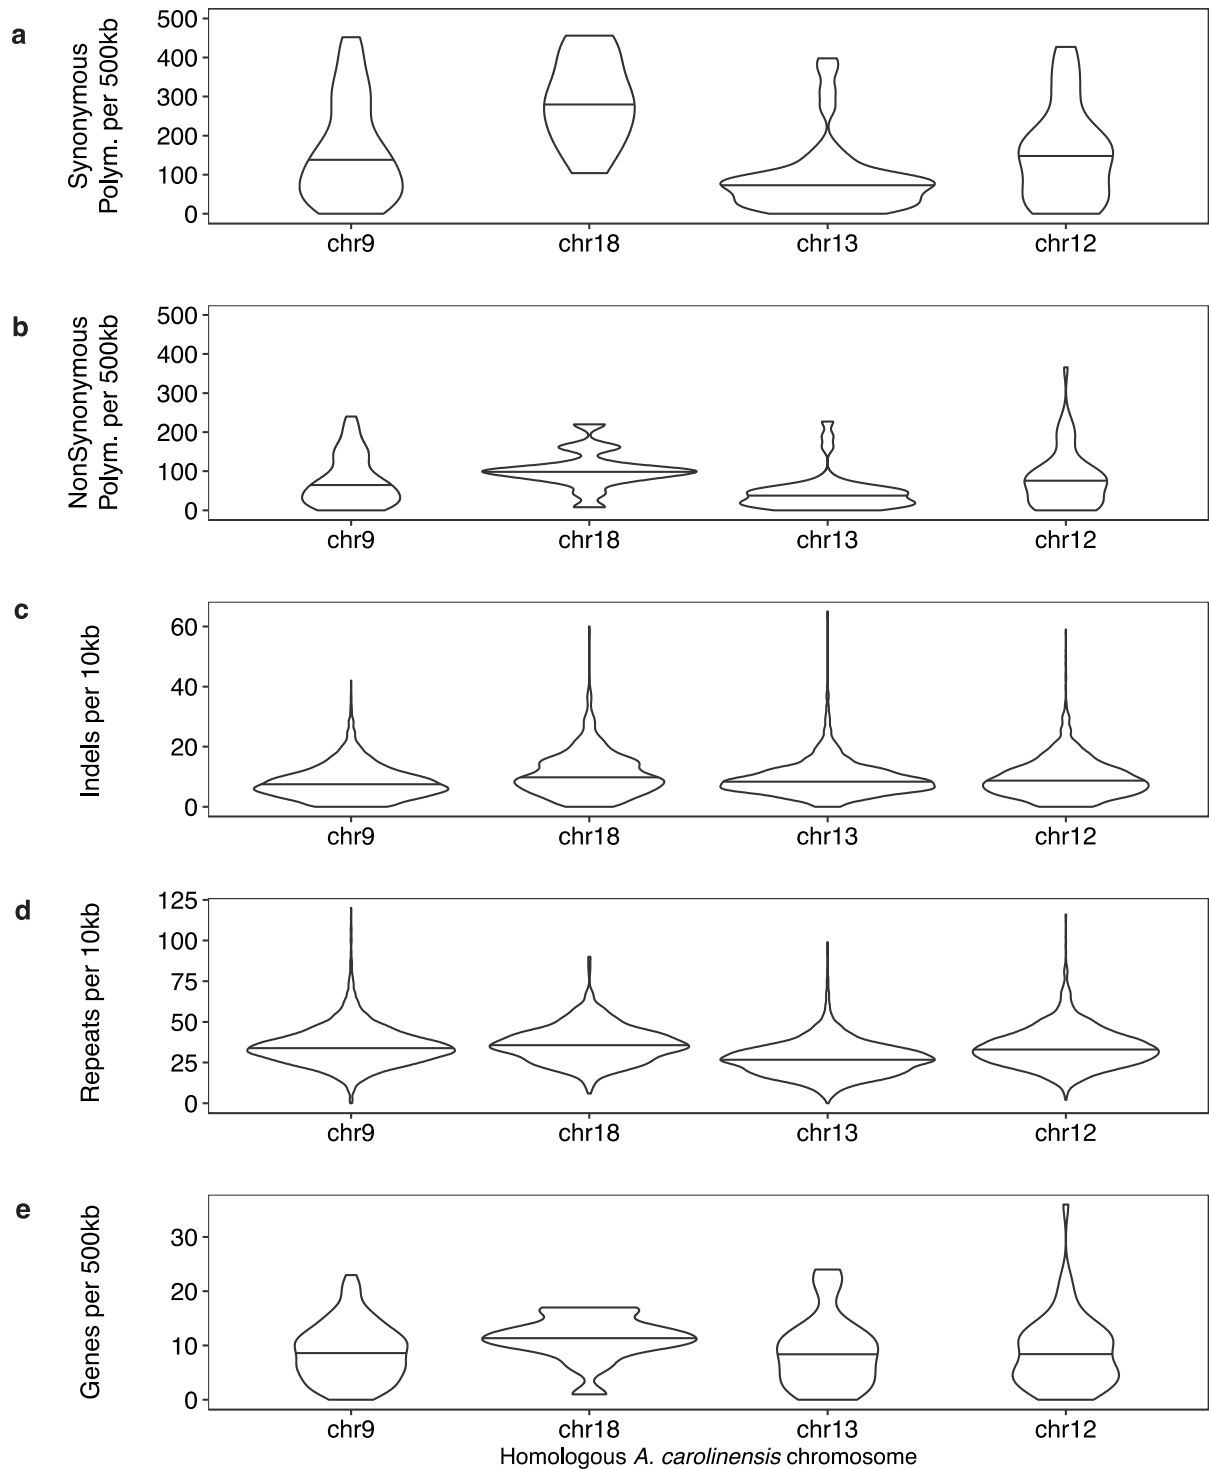

**Supplementary Figure 2. Differences among *Anolis sagrei* X chromosome sub compartments.** Regions of the *Anolis sagrei* X chromosome homologous to autosomes in *A. carolinensis* have greater densities **a)** synonymous polymorphisms, **b)** nonsynonymous polymorphisms, **c)** indels, **d)** repetitive genetic elements, and **e)** genes relative to the region homologous to the *A. carolinensis* X (chromosome 13).

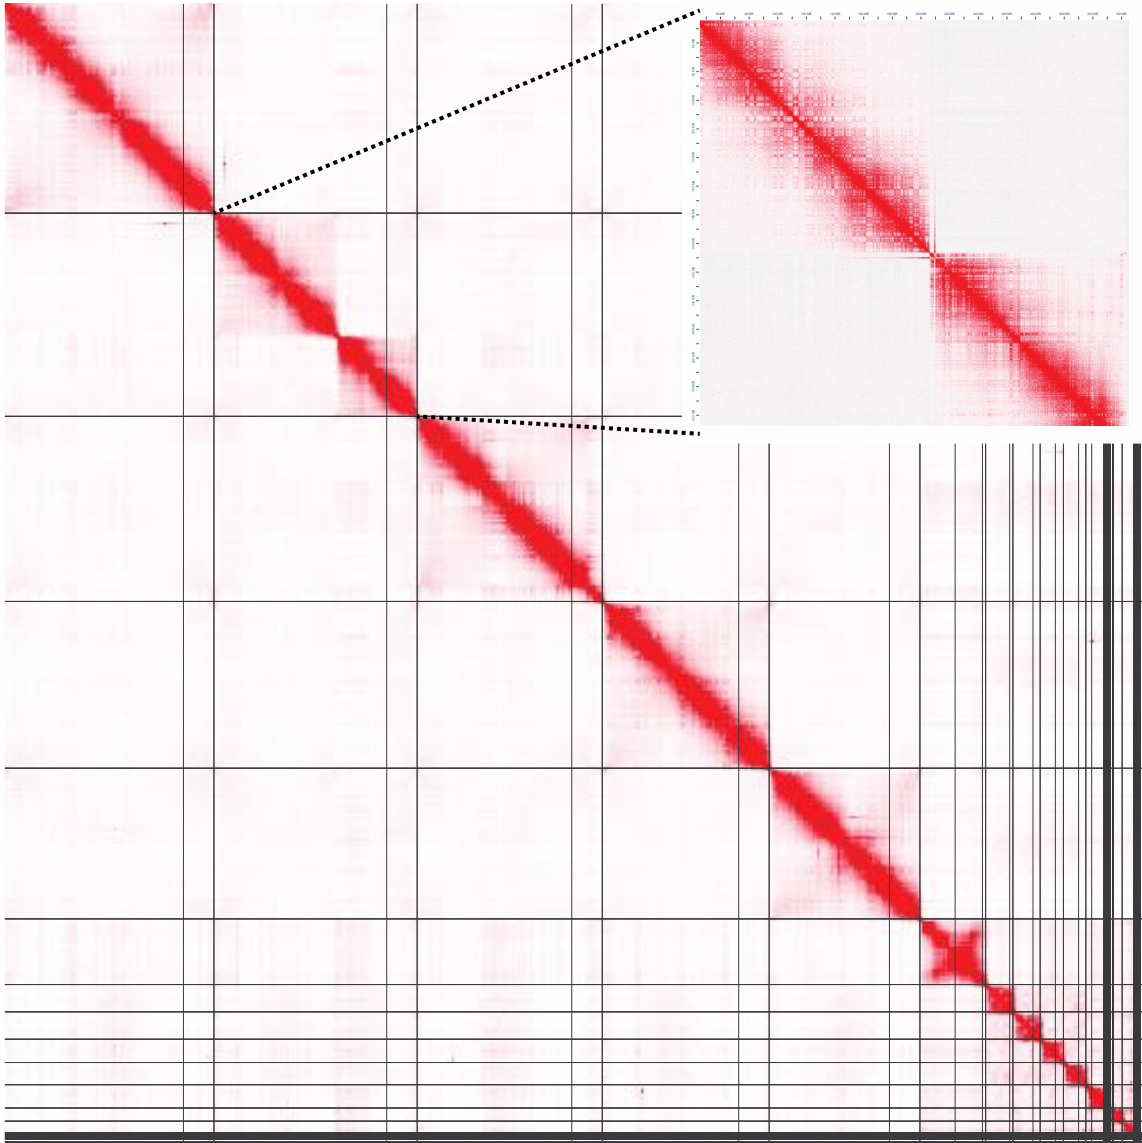

**Supplementary Figure 3. HiC Link Density Histogram of *Anolis sagrei* assembly version 2.0.** Scaffold 2 (enlarged in the inset) of this assembly is the result of an assembly mis-join of two smaller chromosomes based on the lack of HiC read pairs mapping across center of this scaffold. Increasing intensity of red indicated more read pairs map to a particular coordinate. White corresponds to no reads mapping and the reddest cells have 10,000 read pairs mapping to that coordinate.

# Supplementary material for: Chromosome-scale genome assembly of the brown anole (Anolis sagrei), an emerging model species
**Source:** Commun Biol. 2022 Oct 25;5:1126. doi: 10.1038/s42003-022-04074-5
**Supplement:** Supplementary file 2 — Editorial Assessment Report

## Contents of this report

1. [Manuscript details](#): overview of your manuscript and the editorial team.
2. [Review synthesis](#): summary of the reviewer reports provided by the editors.
3. [Editorial recommendation](#): personalized evaluation and recommendation from all 3 journals.
4. [Annotated reviewer comments](#): the referee reports with comments from the editors.
5. [Open research evaluation](#): advice for adhering to best reproducibility practices.

## About the editorial process

Because you selected the **Nature Portfolio Guided Open Access** option, your manuscript was assessed for suitability in three of our titles publishing high-quality work across the spectrum of genetics research: ***Nature Genetics***, ***Nature Communications***, and ***Communications Biology***. More information about Guided Open Access can be found [here](#).

### Collaborative editorial assessment

Your editorial team discussed the manuscript to determine its suitability for the Nature Portfolio Guided OA pilot. Our assessment of your manuscript takes into account several factors, including whether the work meets the **technical standard** of the Nature Portfolio and whether the findings are of **immediate significance** to the readership of at least one of the participating journals in the Nature Portfolio Guided Open Access genetics cluster.

### Peer review

Experts were asked to evaluate the following aspects of your manuscript:

- **Novelty** in comparison to prior publications;
- **Likely audience** of researchers in terms of broad fields of study and size;
- **Potential impact** of the study on the immediate or wider research field;
- **Evidence** for the claims and whether additional experiments or analyses could feasibly strengthen the evidence;
- **Methodological detail** and whether the manuscript is reproducible as written;
- Appropriateness of the **literature review**.

### Editorial evaluation of reviews

Your editorial team discussed the potential suitability of your manuscript for each of the participating journals. They then discussed the revisions necessary in order for the work to be published, keeping each journal's specific editorial criteria in mind.

Journals in the Nature portfolio will support authors wishing to transfer their reviews and (where reviewers agree) the reviewers' identities to journals outside of Springer Nature. If you have any questions about review portability, please contact our editorial office at .

## Manuscript details

| Tracking number                                                                                                                                                                                                                                                                                     | Submission date | Decision date                                                                             | Peer review type |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------|-------------------------------------------------------------------------------------------|------------------|
| GUIDEDOA-21-00343                                                                                                                                                                                                                                                                                   | Nov 27, 2021    | Jan 28, 2022                                                                              | Single-blind     |
| <b>Manuscript title</b><br>Chromosome-scale genome assembly of the brown anole ( <i>Anolis sagrei</i> ), an emerging model species<br><br><b>Preprint:</b><br><a href="https://www.biorxiv.org/content/10.1101/2021.09.28.462146v1">https://www.biorxiv.org/content/10.1101/2021.09.28.462146v1</a> |                 | <b>Author details</b><br><br>Anthony Geneva<br><br><b>Affiliation:</b> Rutgers University |                  |

## Editorial assessment team

|                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|----------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Primary editor</b>            | <b>Michael Fletcher</b><br>Home journal: <i>Nature Genetics</i><br>ORCID: 0000-0003-1589-7087<br>Email:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <b>Other editors consulted</b>   | <b>Rebecca Furlong</b><br>Home journal: <i>Nature Communications</i><br>ORCID: 0000-0002-8451-6471<br><br><b>George Inglis</b><br>Home journal: <i>Communications Biology</i><br>ORCID: 0000-0002-9069-5242                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| <b>About your primary editor</b> | Michael Fletcher studied for his Ph.D. at Cancer Research UK's Cambridge Institute at the University of Cambridge in the laboratory of Bruce Ponder. His project used systems biology approaches to identify the functional mechanism by which FGFR2, a breast cancer risk locus identified using GWAS, exerts its effect. He then moved to Germany and was a postdoctoral fellow in the Molecular Genetics department of Peter Lichter at the German Cancer Research Center in Heidelberg, where he performed bioinformatics analysis to help characterize the epigenomic and master regulator landscapes of adult glioblastoma. He joined the journal in 2020. |

## Editorial assessment and review synthesis

---

### Editor's summary and assessment

This manuscript presents a reference genome assembly for the brown anole (*A. sagrei*), an emerging model organism notable for being the first lizard in which CRISPR was performed. This AnoSag2.1 reference is generated from short- and long-read DNA sequencing, along with Hi-C scaffolding, in line with the current best practice. Analysis of the genome and population genomics confirms the previously-proposed X chromosome origin via fusion of green anole autosomes and an ancient X.

Our editorial assessment pre-review was that this reference genome appears to be of high quality and that the assembly will be important for the anole/lizard community. It was unclear to us whether there would be broader appeal, as the biological findings presented seem likely to be of greatest interest to those studying these and related lizards. Therefore, we decided to send this to review, targeted at *Communications Biology*.

### Editorial synthesis of reviewer reports

The two referees both sound appreciative of this work and the impact it will have in the field, saying that the genome is "an important contribution to reptile genomics" and that there is a "huge community" awaiting it. Neither referee raised any major technical concerns.

There were also some useful suggestions for improvement that we believe should be acted upon: most notably, Reviewer #1 suggests that the comparison with *A. carolinensis* could be expanded to other reptile genomes. We agree that this would be a useful extension of your analysis and would broaden the audience for your work.

## Editorial recommendation

---

|                                                                 |                                                                                                                                                                                                                                                    |
|-----------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b><i>Nature Genetics</i></b><br><br>Revision not invited       | While <i>Nature Genetics</i> appreciates the quality of this new reference genome and its usefulness for the field, the unclear broader impact means that a revision would not be invited.                                                         |
| <b><i>Nature Communications</i></b><br><br>Revision not invited | <i>Nature Communications</i> recognises the value of this resource for reptile genomics, and the interest of the sex chromosome analysis, but significantly stronger followup analyses would be needed to make the work suitable for this journal. |
| <b><i>Communications Biology</i></b><br><br>Minor revisions     | <i>Communications Biology</i> would be interested in a revised manuscript that better compares the <i>A. sagrei</i> genome to other relevant reptiles (as outlined by Reviewer #1) and addresses the discussion points raised by Reviewer #2.      |

## Next steps

---

|                                    |                                                                                                                                                                                                                                                              |
|------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Editorial recommendation 1:</b> | Our top recommendation is to revise and resubmit your manuscript to <i>Communications Biology</i> . We feel the additional experiments required are reasonable to address within a 3-month timeline.                                                         |
| <b>Note</b>                        | As stated on the previous page <i>Nature Genetics</i> and <i>Nature Communications</i> are not inviting a revision at this time. Please keep in mind that the journal will not be able to consider any appeals of their decision through Guided Open Access. |

### Revision

To follow our recommendation, please upload the revised manuscript files using **the link provided in the decision letter**. Should you need assistance with our manuscript tracking system, please contact Adam Lipkin, our Nature Portfolio Guided OA support specialist, at .

### Revision checklist

- ☐ Cover letter, stating to which journal you are submitting
- ☐ Revised manuscript
- ☐ Point-by-point response to reviews
- ☐ Updated Reporting Summary and Editorial Policy Checklist
- ☐ Supplementary materials (if applicable)

### Submission elsewhere

If you choose not to follow our recommendations, you can still take the reviewer reports with you.

#### Option 1: Transfer to another Nature Portfolio journal

Springer Nature provides authors with the ability to transfer a manuscript within the Nature Portfolio, without the author having to upload the manuscript data again. To use this service, **please follow the transfer link provided in the decision letter**. If no link was provided, please contact .

*Note that any decision to opt in to In Review at the original journal is not sent to the receiving journal on transfer. You can opt in to In Review at receiving journals that support this service by choosing to modify your manuscript on transfer.*

#### Option 2: Portable Peer Review option for submission to a journal outside of Nature Portfolio

If you choose to submit your revised manuscript to a journal at another publisher, we can share the reviews with another journal outside of the Nature Portfolio if requested. You will need to request that the receiving journal office contacts us at . We have included editorial guidance below in the reviewer reports and open research evaluation to aid in revising the manuscript for publication elsewhere.

## Annotated reviewer reports

The editors have included some additional comments on specific points raised by the reviewers below, to clarify requirements for publication in the recommended journal(s). However, please note that all points should be addressed in a revision, even if an editor has not specifically commented on them.

## Reviewer #1 information

|                   |                                                                                                                                                                                                                                                                                          |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Expertise         | animal (reptile/lizard) genetics and genomics.                                                                                                                                                                                                                                           |
| Editor's comments | This referee, with genomics expertise, acknowledges the importance and quality of the reference genome. We think that their suggestion for expanding the comparative analysis beyond <i>A. carolinensis</i> to other reptile species is a very interesting and potentially fruitful one. |

## Reviewer #1 comments

| Section                                       | Annotated Reviewer Comments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Remarks to the Author: Overall significance   | This manuscript represents an important contribution to reptile genomics and the authors convincingly present a genome that will be a gold standard for several years. They sufficiently place their study in the context of previous studies and literature. I only have a few minor comments as detailed below.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Remarks to the Author: Strength of the claims | <p>I do think that the conclusions are strong and that the authors did a good job merging their results with previous results, especially for the sex chromosome work (which seemed like the focus of the paper). One way I think the paper could be improved is with a more consistent comparison with other reptile genomes. The authors tout the <i>Anolis sagrei</i> genome as being the most complete and contiguous and do a great job at convincing the reader of this. However, I wonder if the authors can take this argument a bit further in some sections of the paper. For instance, what advantages does their assembly provide in studying sex chromosomes that were not possible in other reptile genomes beyond the main comparison with <i>A. carolinensis</i>? Another instance where I thought a comparison with other reptile genomes would be appreciated is in the discussion on annotation completeness, where the authors claim that looking at BUSCO analyses of the genome and of the exome (line 218). How does this comparison look in other reptile genomes with respect to the <i>Anolis sagrei</i> assembly?</p> <p><b>This point would be necessary for further consideration at Communications Biology.</b></p> <p>One other minor question I had is also related to the BUSCO analyses. In the paragraph starting on Line 191, I was wondering if the authors could very briefly discuss why genomes can be more contiguous but less complete, and vice versa, and why the <i>Anolis sagrei</i> genome has overcome these issues to be, essentially, the most contiguous AND complete reptile genome.</p> |
| Remarks to the Author:                        | The methods are quite comprehensive for the most part; for instance, exact running parameters are given for some analyses. I would have liked to have had more detail                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

|                        |                                                                                                                                                                                                                                                                                                                                                                                                              |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Reproducibility</b> | <p>on the manual annotation of genes (Line 638). What was meant by spot-checking a gene? What were the authors looking for, and how were the genes edited (or what is an example of how a gene model was edited)? What proportion of Braker gene models needed such editing?</p> <p><b>For the sake of reproducibility, please elaborate on these methods (there is no word limit for this section).</b></p> |
|------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Reviewer #2 information

|                          |                                                                                                                                                                                                                                                                                                                                                           |
|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Expertise</b>         | genetics and evolution.                                                                                                                                                                                                                                                                                                                                   |
| <b>Editor's comments</b> | This referee was asked to bring a broader (i.e. non-genomics-specialist) view on the importance and impact of this novel genome. They sound highly enthusiastic and supportive of publication; notably, they say that the results are in line with past studies, giving confidence to the strength of such. Their requests for further changes are minor. |

## Reviewer #2 comments

| Section                                            | Annotated Reviewer Comments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|----------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Remarks to the Author: Overall significance</b> | <p>I read this paper with great interest. The genome for <i>A. sagrei</i> is indeed long overdue. The authors make a strong case for considering this species a relevant model and I agree that there are sufficient numbers of researchers using this species, its relatives, and other reptiles in general to make this an important genome. <i>A. sagrei</i> in particular has become a widely-studied "field model" in sub-disciplines ranging from population and quantitative genetics to behavior to physiology, to natural and sexual selection. As such, having its genome made available will serve as an important research tool to a huge community.</p>                                                                                                                                                                        |
| <b>Remarks to the Author: Impact</b>               | <p>With complete candour, I will say that I wonder whether at this point in the accumulating literature of new genomes, these types of papers are still of sufficient import that they should be published in <i>Nature</i> or its offspring journals. I think the results around the X-chromosome make this paper especially compelling and perhaps make the best case for publication in a high profile journal. Work by Cox and Calsbeek on the capacity for <i>A. sagrei</i> to control sex determination should be cited in this section (Science 2010 328: 92-94; Evolution 2008 62: 1137-1148).</p> <p><b>Concerns about novelty and impact prohibited further consideration by <i>Nature Genetics</i> and <i>Nature Communications</i>.</b></p> <p>The paper is well written and reports interesting results particularly those</p> |

|                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                      | <p>pertaining to the evolution of sex chromosomes in this group. I have very few comments on the methods or statistics in the paper as I am not technically savvy enough to critique these elements (and what I do know from this literature leaves me feeling comfortable that the data were produced and analysed correctly). I'm sure the other referees will chime in on these aspects. One area that I thought could use a bit more attention is the set of results shown in Fig3. The difference in transposable element activity in the two anole genomes is mentioned briefly but not tackled in a way that provides much insight. Why the difference in the two species? Their 50 million years of separation may be sufficient explanation but this paragraph left me wanting more in terms of discussion.</p> <p><b>Please address this discussion point for further consideration at <i>Communications Biology</i>.</b></p> |
| <b>Remarks to the Author: Strength of the claims</b> | <p>The statement (line 103) that <i>A sagrei</i> is an emerging model for numerous fields seems like it should be simple to support with citations.</p> <p>The legend to Fig 1. States that interest has grown over the last 40 years. Really it's only over about the last 18 or so....</p> <p>Line 399 typo "degeneration"</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Open research evaluation

---

### General information

#### Guidelines for Transparency and Openness Promotion (TOP) in Journal Policies and Practices (“TOP Guidelines”)

The recommendations and requests in the table below are aimed at bringing your manuscript in line with common community standards as exemplified by the [TOP Guidelines](#). While every publisher and journal will implement these guidelines differently, the recommendations below are all consistent with the policies at Nature Portfolio. In most cases, these will align with TOP Guidelines Level 2.

#### FAIR Principles

The goal of the recommendations in the table below related to **data or code** availability is to promote the [FAIR Guiding Principles for scientific data management and stewardship](#) (*Scientific Data* **3**: 160018, 2016). The [FAIR Principles](#) are a set of guidelines for improving 4 important aspects of digital research objects: **F**indability, **A**ccessibility, **I**nteroperability and **R**eusability.

ORCID is a non-profit organization that provides researchers with a unique digital identifier. These identifiers can be used by editors, funding agencies, publishers, and institutions to reliably identify individuals in the same way that ISBNs and DOIs identify books and articles. Thus the risk of confusing your identity with another researcher with the same name is eliminated. [The ORCID website](#) provides researchers with a page where your comprehensive research activity can be stored.

Springer Nature collaborates with the ORCID organization to ensure that your research contributions (as authors and peer reviewers) are correctly attributed to you. Learn more at <https://www.springernature.com/gp/researchers/orcid>

**Data availability****Data Availability Statement**

Many journals, including all Nature Portfolio journals, require a Data Availability Statement in the manuscript as a condition of publication. The Data Availability Statement should be as detailed as possible and include accession codes or other unique IDs for deposited data, information about where source data can be found, and specify any restrictions to data access that may apply. At a minimum, the statement should indicate that data are available upon request and explain how data access can be granted. If data access is not possible, the reasons for this must be made clear in the Data Availability Statement.

More information about the Nature Portfolio data availability policy can be found [here](#):

Additional information about Data Availability Statements and Springer Nature's data policies are available [here](#):

**Mandatory data deposition**

Most scientific journals, including all Nature Portfolio journals, require that any newly-generated DNA sequence data must be made publicly available before publication. There are some exceptions allowed for sensitive clinical data, but this should be discussed with the editor. All data must be deposited in a community-approved repository and accession codes/unique IDs must be included within the Data Availability Statement in the manuscript.

Examples of appropriate public repositories are listed below:

- GenBank
- Sequence Read Archive (WGS or WES data)
- The European Nucleotide Archive (ENA)

To follow best practice in the genomics research community, the full linked genotype-phenotype dataset for your genome-wide association study must be submitted to a community-endorsed, public repository. Please note that this is a prerequisite for publishing in a Nature Portfolio journal. Accession numbers must be provided in the paper within the Data Availability Statement. We recommend submission to the NCBI Sequence Read Archive (SRA): <https://www.ncbi.nlm.nih.gov/sra>

We also strongly encourage you to deposit full summary statistics to the NHGRI-EBI GWAS Catalog: <https://www.ebi.ac.uk/gwas/>

More information on mandatory data deposition policies at the Nature Portfolio can be found at: <http://www.nature.com/authors/policies/availability.html#data>

Please visit <https://www.springernature.com/gp/authors/research-data-policy/repositories/12327124> for a list of approved repositories for various data types.

Please ensure that datasets deposited in public repositories are now publicly accessible, and that accession codes or DOI are provided in the "Data Availability" section. As long as these datasets are not public, we cannot proceed with the acceptance of your paper. For data that have been obtained from publicly available sources, please provide a URL and the specific data product name in the data availability statement. Data with a DOI should be further cited in the methods reference section.

#### Other data requests

In line with community standards regarding open research, Springer Nature strongly supports data sharing and believes that all datasets on which the conclusions of the paper rely should be available to readers. We encourage authors to ensure that their datasets are either deposited in publicly available repositories (where available and appropriate) or presented in the main manuscript or additional supporting files whenever possible.

To learn more about data sharing and recommended data repositories, please see:

<https://www.springernature.com/gp/authors/research-data-policy/repositories/12327124>

#### Data citation

Please cite (within the main reference list) any datasets stored in external repositories that are mentioned within their manuscript. For previously published datasets, we ask that you cite both the related research article(s) and the datasets themselves. For more information on how to cite datasets in submitted manuscripts, please see our [data availability statements and data citations policy](#):

Citing and referencing data in publications supports reproducible research, by increasing the transparency and provenance tracking of data generated or analysed during research. Citing data formally in reference lists also helps facilitate the tracking of data reuse and may help assign credit for individuals' contributions to research. A number of Springer Nature imprints are signatories of the Joint Declaration on Data Citation Principles, which stress the importance of data resources in scientific communication.

#### Code availability and citation

To adhere to community standards and promote transparency in research, any custom software or code should be made publicly available, ideally before publication so that referees can test the code and comment on it. Please include a statement under the heading "Code Availability", indicating whether and how the custom code/software reported in your study can be accessed, including any restrictions to access. This section should also include information on the versions of any software used, if relevant, and any specific variables or parameters used to generate, test, or process the current dataset. Code availability statements should be provided as a separate section after the Data Availability section.

Upon publication, Nature Portfolio journals consider it best practice to release custom computer code in a way that allows readers to repeat the published results. Code should be deposited in a DOI-minting repository such as Zenodo, Gigantum or Code Ocean and cited in the reference list following the guidelines described in our policy pages (see link below). Authors are encouraged to manage

subsequent code versions and to use a license approved by the open source initiative. Full details about how the code can be accessed and any restrictions must be described in the Code Availability statement. See [here](#) for more information about Nature Portfolio's code availability policies:

We also provide a Code and Software submission checklist that you may find useful:

<https://www.nature.com/documents/nr-software-policy.pdf>

Please note: because of advanced features used in this form, you must use Adobe Reader to open the document and complete it.

### Ethics

We believe that authors, peer reviewers and editors should be required to disclose any competing interests that might influence their decisions and conclusions around a particular piece of content. In the interests of transparency and to help readers form their own judgements of potential bias, Nature Portfolio journals require authors to declare any competing financial and/or non-financial interests in relation to the work described.

Please provide a 'Competing interests' statement using one of the following standard sentences:

1. The authors declare the following competing interests: [specify competing interests]
2. The authors declare no competing interests.

See the Nature Portfolio competing interests policy for further information:

<https://www.nature.com/nature-research/editorial-policies/competing-interests>

The Springer Nature policy can be found [here](#):

We believe that Springer Nature has a responsibility to support the relevant guidelines (based on research community or geographical region) that specify best practice in research and thus require all experimental results on animal and human participants to conform to the authors' local regulations and ethical standards, and we also encourage adherence to international standards.

Because your study uses live vertebrates, a statement affirming that you have complied with all relevant ethical regulations for animal testing and research is necessary. A statement explicitly confirming if the study received ethical approval, including the name of the board and institution that approved the study protocol is also required. The species, strain, sex and age of animals should be included.

Further details on our policies can be found at

<https://www.nature.com/commsbio/editorial-policies/ethics-and-biosecurity>

### Reporting & reproducibility

Please state in the legends how many times each experiment was repeated independently with similar results. This is needed for all experiments, but is particularly important wherever results from representative experiments (such as micrographs) are shown. If space in the legends is limiting, this information can be included in a section titled "Statistics and Reproducibility" in the methods section.

**Statistical reporting**

Wherever statistics have been derived (e.g. error bars, box plots, statistical significance) the legend needs to provide and define the n number (i.e. the sample size used to derive statistics) as a precise value (not a range), using the wording “n=X biologically independent samples/animals/cells/independent experiments/n= X cells examined over Y independent experiments” etc. as applicable.

Statistics such as error bars, significance and p values cannot be derived from  $n < 3$  and must be removed from all such cases.

We strongly discourage deriving statistics from technical replicates, unless there is a clear scientific justification for why providing this information is important. Conflating technical and biological variability, e.g., by pooling technical replicates samples across independent experiments is strongly discouraged. (For examples of expected description of statistics in figure legends, please see the following <https://www.nature.com/articles/s41467-019-11636-5> or <https://www.nature.com/articles/s41467-019-11510-4>).

All error bars need to be defined in the legends (e.g. SD, SEM) together with a measure of centre (e.g. mean, median). For example, the legends should state something along the lines of “Data are presented as mean values  $\pm$  SEM” as appropriate.

All box plots need to be defined in the legends in terms of minima, maxima, centre, bounds of box and whiskers and percentile.

**Legends requiring revision:**

1. If the shaded areas denote error bands then the error bands need to be defined in the legends of figures 2b; 4a-e.

The figure legends must indicate the statistical test used. Where appropriate, please indicate in the figure legends whether the statistical tests were one-sided or two-sided and whether adjustments were made for multiple comparisons.

For null hypothesis testing, please indicate the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P values noted.

Please provide the test results (e.g. P values) as exact values whenever possible and with confidence intervals noted.

**Legends requiring revision:**

1. Please indicate the statistical test used for data analysis and where appropriate, please specify whether it was one-sided or two-sided and whether adjustments were made for multiple comparisons, in the legends of supplementary figures 1c, d.

The quality of some of the figures appears to be quite low. If possible, we suggest replacing these with higher-resolution images.

**Other notes**

Please note that the legend for Figure 2c is incorrectly labelled as '2d'. Please rectify this in the figure legend.

Please also note that Supplementary Table 8 is incorrectly labelled as 'Supplementary Table 1'. Please rectify this in the Supplementary Tables file.

# Supplementary material for: Chromosome-scale genome assembly of the brown anole (Anolis sagrei), an emerging model species
**Source:** Commun Biol. 2022 Oct 25;5:1126. doi: 10.1038/s42003-022-04074-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Supplementary Data 1.** Publications per year mentioning *Anolis sagrei* or *A. carolinensis****.***

**Supplementary Data 2.** Completeness and Contiguity of preliminary and final assemblies of *Anolis sagrei*

**Supplementary Data 3.** Completeness and contiguity of *Anolis sagrei* and other lepidosaur genome assemblies

**Supplementary Data 4.** Annotation Summary Statistics

**Supplementary Data 5**. Anolis sagrei Jukes/Cantor and Kimura substitution levels adjusted for CpG sites. Weighted average Kimura divergence for each repeat family

**Supplementary Data 6.** A carolinensis Jukes/Cantor and Kimura substitution levels adjusted for CpG sites. Weighted average Kimura divergence for each repeat family

**Supplementary Data 7.** Chromosomes assigned to chromosome 13 (the ancient X) in *A. carolinensis* in previous publications and inferred in this study. Checked boxes represent scaffolds found in given study.

**Supplementary Data 8.** Sequency homology between AnoSag2.1 scaffold 7 and AnoCar2.0 as inferred by Satsuma

**Supplementary Data 9.** Sampling information for *A. sagrei* used for sex chromosome identification.

**Supplementary Data 10.** Position of *A. sagrei* homologs of *A. carolinensis* X-linked genes

**Supplemental Data 11.** Summary of X chromosome synonymous and non-synonymous sites as well as genes per 50kb sliding windows.

**Supplemental Data 12.** Summary of X chromosome SNPs and Indels per 10kb sliding window.

**Supplemental Data 13.** X chromosome GWAS results for male/female identity

**Supplementary Data 14.** Raw sequencing read data used for assembly

**Supplementary Data 15.** Comparison of AnoSag2.1 scaffold size and chromosome sizes estimated using measurements of chromosomes imaged in Figure 1C, Giovannotti et al. 2017

**Supplementary Data 16.** Window analysis of ddRAD inferred SNPs

How the deposited data were processed for this re-analysis (not part of the article)

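RNA-seq libraries from the posterior globe of *A. sagrei* embryos at Sanger stage 16.5 were analysed, 5 replicates from each of the central, nasal and temporal regions. The libraries were made with the TruSeq Stranded mRNA kit. The authors deposited raw counts of reads per gene model, with a gene symbol for each, and applied no normalization to them. The aligner, the counting method and the use of strand behind these counts are not given in the sources used here, although the paper names its aligner for the annotation. All 15 libraries were used, and the total was 308347029 counted reads. A count of 0 was given an upper limit of 3 reads, which covers counting error only. The copy of the table used here ends without a line end, so gene models after its last line may be missing. Symbols were used as the authors gave them, and 15874 of the 20235 gene models have a symbol that is also in the RefSeq table of rAnoSag1, from which no coordinates were taken. Coordinates come from Supplementary Data 10 on AnoSag2.1.

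Counts were compared between regions in R 4.3.3 with edgeR 4.0.16. Gene models were filtered with filterByExpr by region at its minimum count of 10, scaled with TMM and fitted in 1 model of all 15 libraries with a robust quasi-likelihood fit, and p-values were adjusted by Benjamini-Hochberg over the 15910 gene models tested, with a threshold of 0.05. Changes between central and another region are given as that region minus central, and between nasal and temporal as temporal minus nasal. On simulated counts with 200 changed gene models, the fit recovered 77% of them for central against nasal, 78% for central against temporal and 79% for nasal against temporal, with 6 false calls in each. None of 200 sets drawn without an effect had a camera p under 0.05 (0 of 200). The simulated gene models varied independently, so that result does not carry over to sets whose genes vary together. In the data the estimated correlation was 0.106 for the scaffold 7 homologs and 0.013 to 0.709 for the marker lists. Fewer lists passed with the estimated correlation than with the preset one. The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter, a stricter filter, a fit of 2 regions only, the replicate number as a block, limma-voom with sample quality weights (limma 3.58.1), and leaving out each library in turn. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

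The labels number the replicates from 1 to 5 in each region, and neither they nor the paper say what a number shares. Deviations of libraries from their region's mean were therefore correlated across gene models, which are not independent replicates. All 15 pairs of libraries with the same number had a correlation over 0.1 (0.193 to 0.524, median 0.389), against 3 of 60 pairs with different numbers (-0.339 to 0.256, median -0.109). The numbers thus pair the samples, and the fit with the replicate block is given beside a result where it changed a call or moved a count of calls by more than 1.5 times. The marker lists were not tested with the block. Between libraries of the same region, the chi-square statistic per degree of freedom was 10.7 to 69.7 (30 pairs), where sampling noise alone gives 1, so no library repeats another.

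Gene sets were tested with limma's camera at its preset correlation, with fry and an estimated correlation as alternatives. Sets were 10 lists of marker genes (nasal-temporal patterning, dorsal-ventral patterning, fovea, retinal neurons, retinal progenitors, pigment epithelium, lens, cartilage and sclera, skeletal muscle, and blood) and the scaffold 7 homologs of X-linked genes of *A. carolinensis* whose symbol is listed once in both tables. The design of the tests, the lists, the rule for naming genes and the alternatives were set before the data were examined, apart from those said to be chosen later. Genes named in the text come from the genes that the paper names among the X-linked homologs, the 5 largest rises and 5 largest falls of each contrast among gene models past the threshold whose libraries do not overlap between regions and whose mean is at least 5 CPM in the higher region, the genes of the nasal-temporal and fovea lists past the threshold in any contrast, and the gene model with the most reads. The 5 libraries of a region were searched for a value far from the others with Dixon's test (critical value 0.71). Bias from GC content or gene length was not tested, because no sequences or lengths of this build were used here.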

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

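Tests of the cause of the few gene models in central replicate 4, tests of a single other tissue as the source of the differences between regions, and the comparison with other splits fitted with the same covariates, were chosen after the results they address were seen. Chance alone places a library outside Dixon's limit in about 1 in 20 groups of 5.

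Central replicate 4 listed 14994 gene models, far from the other central libraries, and 5241 gene models were at 0 reads in it, against 1618 to 2744 in the other 14 libraries. This was the 1 library past the limit in 12 tests of library measures. Fewer counted reads are excluded as the whole cause, since the other libraries thinned to its total still listed at least 17489 gene models. A minimum applied to low counts is excluded, because 652 gene models had counts of 1 to 9 in it. A wrong region on its label is not borne out, as its root mean square distance over 500 gene models was 0.928 to the other central libraries, against 2.07 to nasal and 1.61 to temporal libraries. RNA of other tissue would add reads but leave expected gene models in place. Yet 49.3% of the gene models expected at 10 to 20 reads had 0, against at most 8.09% in other libraries, while 25.2% had more than 2 times the expectation, against at most 12.6%. A contribution of other tissue stays open, since central replicate 4 had the highest pigment epithelium and cartilage and sclera scores of the 15 libraries. In mean log2 CPM these were 7.01 (6.05 to 6.41 in the other central libraries) and 5.55 (3.17 to 4.52), each within Dixon's limit. The spread per expected read of this library was 29.4 to 47.1 over expected counts from 5 to 320. A candidate explanation is that few RNA molecules were copied many times: with 22.6 reads per molecule, estimated from that spread, 14743 gene models are predicted to be listed, and with all molecules copied equally (45.3 reads each) 13612. This stays a hypothesis, since it was formed and tested on the same library. The design gives central replicate 4 no condition of its own, so no biological explanation was tested.

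In the same library the lens list had a mean of -0.39 log2 CPM, against 1.24 to 1.77 in the other central libraries, the 1 list score past the limit in 33 tests. Of 105 tests of named genes 9 were past it, and 4 of the 9 were in central replicate 4. FOXD1 (ANOSAT003600) had 0 CPM there (0.635 to 1.45 in the others), CYP26A1 (ANOSAT007724) 0 CPM (0.724 to 1.03), DNAH10 (ANOSAT015918) 0 CPM (2.98 to 7.96) and EPHA5 (ANOSAT014641) 49.1 CPM (71.0 to 79.9). From the other central libraries 14.7, 14.2 and 93.9 reads were expected for the first 3. Loss of molecules may account for FOXD1 and CYP26A1, as 49.3% of gene models expected at 10 to 20 reads were at 0 in this library. For DNAH10 the share at its expected count of 80 to 160 was 1.49%, so a loss of this size was uncommon. Without central replicate 4, the log2 fold change from central to nasal was -0.07 for DNAH10 and -0.03 for EPHA5, both reversed in sign and without a call in either case.

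The other 5 values lie in different libraries. EPHA7 (ANOSAT002226) was at 30.2 CPM in nasal replicate 3 (23.2 to 23.9 in the others), TRPM6 (ANOSAT003851) at 18.6 CPM in temporal replicate 5 (31.6 to 39.0), RGMA (ANOSAT018936) at 15.6 CPM in central replicate 1 (12.7 to 13.2), ASL (ANOSAT019903) at 0.318 CPM in nasal replicate 5 (0.795 to 1.00) and PTGES2 (ANOSAT020122) at 45.2 CPM in nasal replicate 1 (30.4 to 33.1). With 105 tests this number is near what chance gives, and no cause was tested for single genes. With each library left out in turn, the log2 fold change between central and nasal stayed between -0.89 and -0.74 for EPHA7 and between -7.02 and -6.61 for ASL, and that between central and temporal for TRPM6 stayed between 4.72 and 5.55. PTGES2 changed sign between central and nasal (-0.05 without nasal replicate 1), with no call in either case.

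Expression differed between the regions, which the paper does not compare. By edgeR's quasi-likelihood test, 2925 of 15910 gene models passed the threshold between central and nasal (1263 higher in nasal, 1662 lower), 1078 between central and temporal (516 higher in temporal, 562 lower) and 1048 between nasal and temporal (700 higher in temporal, 348 lower). More than 2-fold changes were found for 813, 305 and 224 of them. The 5 libraries of one region lay entirely above or below those of the other for 13.3%, 7.29% and 9.13% of gene models, where chance gives 0.794%. With the replicate number as a block, 4438, 2022 and 2216 gene models passed. The balance of directions depended on the setting. With the block, 2163 were higher in nasal than in central and 2275 lower. In temporal, 1013 were higher and 1009 lower than in central, and 1267 higher and 949 lower than in nasal. Without central replicate 4, 610 were higher in temporal than in central and 572 lower. Without nasal replicate 5, 680 passed between nasal and temporal. Each region serves in 2 contrasts, so the counts are not independent, and no overlap between them is given.

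For each contrast, of 100 splits of its 10 libraries drawn, only the real one gave as many calls (1 of 100). The replicate numbers pair the libraries, so splits that keep a pair together are not comparable with the real one. That share therefore does not exclude chance. The other 99 gave at most 1509, 4 and 320 calls, with a median of 0. Among splits that part all 5 pairs of replicate numbers, as the real one does, 11, 10 and 11 others were drawn and gave at most 2, 0 and 0 calls. These are too few to exclude chance by themselves, since the smallest share they allow is 0.0833, 0.0909 and 0.0833. The largest counts came from splits that leave libraries of the same number together: 1509 from a split that parts 1 pair, 4 and 320 from splits that part 3.

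Central replicate 4 is excluded as the cause of the differences from central, since 3303 gene models passed against nasal and 1182 against temporal without it. Unequal depth is excluded as the whole cause, as 2787, 1016 and 972 of the called gene models stayed called with every library thinned to the smallest total. Reads shared between copies of a gene are excluded as the whole cause, because 19.3%, 7.37% and 7.02% of gene models with a symbol listed once were called, against 16.5%, 5.52% and 5.68% of those with a repeated symbol. The 10 gene models with the most reads took at most 3.69% of a library.

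RNA of lens, pigment epithelium, cartilage, muscle or blood may contribute. With the level of any 1 of these 5 lists as a covariate, at least 1955 (muscle), 701 (muscle) and 483 (lens) of the called gene models stayed called. For each list and contrast this exceeded the calls in each of 49 other splits fitted with the same covariate, so no single list accounts for a whole contrast by this test. The margin was smallest for muscle between central and nasal, where another split gave 1847 calls. With all 5 as covariates, 238 of the called gene models stayed called between central and temporal, where 49 other splits in the same fit gave 0 calls, which argues against these lists as the whole cause. Between central and nasal 80 stayed called, where another split gave up to 746. That split parts 1 pair of replicate numbers, and the splits drawn that part all 5 pairs gave 0 calls. Few such splits were drawn, and another split exceeded the real one, so the test cannot decide between central and nasal. Between nasal and temporal 1 stayed called, where another split gave up to 251 and splits that part all 5 pairs gave up to 1. The lists measure these tissues with error, so a partial contribution stays open in every contrast. These covariates follow the regions and leave few degrees of freedom in every contrast. Between central and nasal, and between nasal and temporal, a mixture of these tissues cannot be told apart from a difference between regions of the retina. The 2 most abundant gene models of each list were PMEL (582, 637 and 778 CPM in central, nasal and temporal) and RPE65 (412, 211 and 305 CPM) for pigment epithelium, which moved apart between central and the other regions, HBE1 (286, 336 and 335 CPM) and HBA1 (214, 216 and 266 CPM) for blood, 2 gene models of CRYAB (149, 10.5 and 52.1 CPM, and 29.0, 16.5 and 21.4 CPM) for lens, COL2A1 (83.9, 107 and 79.9 CPM) and COL11A1 (93.7, 72.8 and 72.6 CPM) for cartilage and sclera, and MYH3 (9.54, 9.10 and 10.3 CPM) and MYLPF (3.63, 3.21 and 3.38 CPM) for muscle. Of the 5 lists, 45 gene models passed the filter in this tissue, and some of these genes may also be expressed in retina. Bias from GC content or gene length was not tested, and a difference between the retinal regions, which the design names, stays open.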

How the results depend on the processing

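The comparison with gene models whose symbol is listed once, and the stricter filter on the named genes, were chosen after seeing the data. Over 10 summary results and 135 settings, 116 values kept their direction and their side of the threshold, or for counts stayed within 1.5 times, and 19 did not.

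With the replicate block, 4438 gene models passed between central and nasal, 2022 between central and temporal and 2216 between nasal and temporal, and these held 2922, 1077 and 1047 of the gene models called without the block. With limma-voom and quality weights, 4640 passed between central and nasal and 2425 between nasal and temporal. It gave central replicate 4 the lowest weight, 0.133. For each of these counts the cause was not tested. The paired analysis (block) also brought the scaffold 7 homologs past 0.05 as a set, at 0.0426 between central and nasal and 0.0453 between central and temporal, and the cause was not tested. The other settings gave 2250 to 3461, 842 to 1581 and 939 to 1511 gene models, apart from single libraries left out.

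Leaving out each library in turn gave 2405 to 3303 gene models between central and nasal, 796 to 1182 between central and temporal, and 680 to 1259 between nasal and temporal, with 680 without nasal replicate 5. For the homologs as a set, p ranged from 0.00706 to 0.338, from 0.0101 to 0.563 and from 0.0271 to 0.953. It passed 0.05 between central and nasal without central replicate 3, central replicate 4 or nasal replicate 5, between central and temporal without central replicate 3, central replicate 4 or temporal replicate 5, and between nasal and temporal without nasal replicate 5. The cause was not tested.

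The share of homologs with reads was fixed at 100% by the table, which lists only gene models with reads, and by construction the test passed only with a higher limit: 96.6% at 10 reads, 78.3% at 50 reads per 15000000 and 83.9% with reads in every library. With single replicates left out it was 99.6% to 100%. The percentile of the homologs' median level went from 100 to 99.6 against gene models whose symbol is listed once, and the cause was not tested. The numbers of gene models with reads (14488 to 20174) and above 50 reads per 15000000 (11026 to 13979) stayed within 1.5 times under all alternatives.

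For the named genes, 1882 values were computed under alternatives: 1797 kept their direction and side of the threshold, 43 lost the call, 25 gained it and 17 reversed, of which 0 had been called. With limma-voom, DNAH10 reversed to -0.11 between central and nasal and VEGFA to -0.0275 between nasal and temporal. Leaving out single libraries gave ranges across 0 between central and nasal for TRPM6 (-0.51 to 0.42), PTGES2 (-0.0506 to 0.099), EPHA5 (-0.0331 to 0.119) and DNAH10 (-0.0717 to 0.506), between central and temporal for ISCU (-0.447 to 0.069) and IQCD (-0.25 to 0.11), and between nasal and temporal for ISCU (-0.0897 to 0.45), PTGES2 (-0.0341 to 0.153) and VEGFA (-0.014 to 0.227). The cause was not tested. The block gave a call to FOXD2 (0.0226), HMX1 (0.013) and IQCD (0.011) between central and nasal, to EPHA7 (0.0493), EPHA3 ANOSAT008720 (0.00781) and SOX12 (0.00752) between central and temporal, and to PAX2 (0.0286), RCVRN (0.00381) and IQCD (0.039) between nasal and temporal, and it changed no other call of a named gene. RLE, upper-quartile scaling and the stricter filter changed no call of a named gene.

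Depth limits single libraries most. A count of 0 allows up to 2.96 reads per 15000000 in the smallest, and gene models such as those of TAP2 and CMKLR1 did not pass the filter and were not called without it.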

Differences from the paper's values

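No value differed from the paper's by more than 1.5 times. The count table holds 20235 gene models, where the paper gives 20033 genes, and no setting gave 20033. Supplementary Data 10 holds 230 gene names, where the paper gives 231, and 16 names with copies both on and off scaffold 7, where the paper gives 17. For scaffold 7, the 225 names counted here match the paper's 225.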

Other observations

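In this part, the stricter filter on the named genes was chosen after seeing the data. Changes are given as the second region named minus the first, with the standard error and the adjusted p of edgeR's quasi-likelihood test, and the large changes named are among the largest of each contrast, from gene models whose libraries do not overlap between the regions.

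Between central and nasal, large rises were in SOX12 (ANOSAT009388), NR2E3 (ANOSAT018897) and AHRR (ANOSAT014691), at 5.79, 5.05 and 3.81 on the log2 scale. SOX12 went from 0.448 ± 0.590 to 26.9 ± 9.50 CPM (SD, n = 5, standard error 0.713, adjusted p = 1.2e-05). The largest falls were in CYP26C1 (ANOSAT007723), PAX2 (ANOSAT008035), PMP2 (ANOSAT011228), LOC100567421 (ANOSAT013920) and ASL (ANOSAT019903), at -8.25, -7.29, -7.08, -6.95 and -6.89. CYP26C1 went from 44.2 ± 11.9 to 0.133 ± 0.0716 CPM (standard error 0.312, adjusted p = 5.1e-12). The adjusted p of the others named for this contrast lay between 5.7e-11 and 4.7e-06. Under every alternative in which they were tested, the genes named here kept their direction and stayed called.

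Between central and temporal, large rises were in AHRR, FOXD1 (ANOSAT003600), TRPM6 (ANOSAT003851) and INHBA (ANOSAT014742), at 6.20, 5.99, 5.03 and 4.12 on the log2 scale. FOXD1 went from 0.772 ± 0.530 to 50.0 ± 11.1 CPM (SD, n = 5, standard error 0.420, adjusted p = 5.7e-08). The largest falls were in CYP26C1, PAX2, CYP1B1 (ANOSAT002696), CCN3 (ANOSAT011373) and PMP2, at -6.25, -6.01, -4.73, -3.99 and -3.78. CYP1B1 went from 220 ± 50.3 to 8.37 ± 3.21 CPM (standard error 0.273, adjusted p = 3.6e-09). Its symbol is on 2 gene models, and how reads of copies were counted is not given in the sources used here, so its level is uncertain. Under every alternative in which they were tested, the genes named for this contrast kept their direction and stayed called.

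Between nasal and temporal, the largest rises were in FOXD1, TRPM6, SST (ANOSAT006953), ASL and EPHA3 (ANOSAT008720), at 8.31, 5.13, 4.58, 4.25 and 3.34 on the log2 scale. FOXD1 was at 0.161 ± 0.125 CPM in nasal libraries (SD, n = 5, standard error 0.506, adjusted p = 2.1e-08). Large falls were in SOX12, CYP1B1, NR2E3 and SINHCAF (ANOSAT011888), at -3.49, -2.16, -1.69 and -1.59. SST is a symbol on 3 gene models and EPHA3 on 2. NR2E3 (adjusted p = 0.0357) lost its call without each library of the contrast except nasal replicate 1, with adjusted p from 0.0274 to 0.120. INHBA, named above for another contrast (1.08 here, adjusted p = 0.0294), lost it without each library except nasal replicate 2 and temporal replicate 5, with adjusted p from 0.0432 to 0.0754. The others named for this contrast kept their direction and stayed called under every alternative in which they were tested.

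Of the nasal-temporal list, 10 of 15 gene models passed the threshold in some contrast and 5 did not. Between nasal and temporal, all 10 were called. HMX1 (ANOSAT012544, -1.54, adjusted p = 1.6e-07) was lower in temporal, and FOXD1, both gene models of EPHA3, EPHA5 (ANOSAT014641, 1.04, adjusted p = 3.2e-05), EPHA7 (ANOSAT002226, 0.53, adjusted p = 0.00863), BMP2 (ANOSAT001912, 0.64, adjusted p = 0.0172), FOXD2 (ANOSAT010115, 1.83, adjusted p = 0.038) and RGMA (ANOSAT018936, 0.51, adjusted p = 0.0479) were higher. Adjusted over the list alone, 11 passed. BMP2 lost its call without temporal replicate 4 (0.0644). FOXD2 lost it without each library except nasal replicate 1 and temporal replicate 5 (adjusted p 0.0449 to 0.110), and RGMA without each except nasal replicate 1 and temporal replicate 3 (0.0123 to 0.142) and with no filter (0.0675).

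Of the fovea list, 11 gene models are in the table and 9 passed the filter and were tested, of which 7 passed the threshold in some contrast and 2 did not. Between central and nasal, 6 passed, all lower in nasal: CYP26C1, DIO2 (ANOSAT000342, -6.45, adjusted p = 1.7e-07), FGF8 (ANOSAT007480, -4.52, adjusted p = 4.3e-04), CYP1B1 (-2.57, adjusted p = 5.1e-07), VEGFA (ANOSAT002723, -1.01, adjusted p = 2.5e-04) and THRB (ANOSAT014904, -0.59, adjusted p = 1.6e-04). Adjusted over the list alone, 6 passed. CYP26A1 (ANOSAT007724) was higher in temporal than in central (3.67, adjusted p = 9.2e-05) and nasal (3.28, adjusted p = 2.8e-04). THRB between nasal and temporal (0.35, adjusted p = 0.0285) lost its call without nasal replicate 1, 3 or 4 and temporal replicate 1, 3, 4 or 5 (0.015 to 0.103), and CYP26C1 (2.00, adjusted p = 0.0037) in limma-voom (0.0949). The gene model with the most reads was RCVRN (ANOSAT014006), at 7038 ± 791, 4985 ± 775 and 6288 ± 1210 CPM in central, nasal and temporal (central to nasal -0.50, adjusted p = 0.0104).

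Of 30 tests of the 10 marker lists with camera, 11 passed an adjusted p of 0.05. The replicate block was not applied to the marker lists, so whether it would change a call is not known. Of these, 10 held under fry, which passed 14 in all, and 5 under an estimated correlation, which passed 5. Between central and nasal, the dorsal-ventral list was higher in nasal (median log2 change 0.47, 14 of 16 gene models, adjusted p = 0.00107), as was the progenitor list (0.52, 12 of 15, adjusted p = 0.0023), while the fovea list (-1.01, 1 of 9 higher, adjusted p = 2.3e-06) and the lens list (-1.18, 2 of 10 higher, adjusted p = 0.00445) were lower. Between central and temporal, the dorsal-ventral list was higher in temporal (0.31, 15 of 16, adjusted p = 8.1e-05) and the fovea list lower (-0.88, 2 of 9 higher, adjusted p = 1.5e-05). Between nasal and temporal, the lens list (1.45, 10 of 10, adjusted p = 1.5e-05), the nasal-temporal list (0.51, 11 of 15, adjusted p = 4.6e-04), the fovea list (0.36, 8 of 9, adjusted p = 0.00714) and the pigment epithelium list (0.29, 11 of 11, adjusted p = 0.0112) were higher in temporal and the progenitor list lower (-0.29, 3 of 15 higher, adjusted p = 0.00992). The call of the pigment epithelium list is the one that fry did not make (adjusted p = 0.149). The other 19 tests, which include all those of the retinal neuron, cartilage and sclera, muscle and blood lists, had adjusted p from 0.133 to 0.985. In 7 of the 30 the median, the mean and the direction of the test were not of the same sign, and 0 of these passed. Of the lists that passed, the gene models called singly in these contrasts were, for the dorsal-ventral list, 8 (10 adjusted over the list alone) against nasal and 2 (4) against temporal, for the progenitor list 6 (7) between central and nasal and 1 (3) between nasal and temporal, for the lens list 4 (5) and 3 (6), and for the pigment epithelium list 1 (3) between nasal and temporal. For the fovea list they were 5 (7) between central and temporal and 5 (5) between nasal and temporal. THRB is on both the fovea and the retinal neuron list.

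As a set, the 169 tested scaffold 7 homologs did not pass 0.05 with camera. Between central and nasal, p was 0.0694 (median log2 change 0.09, 102 of 169 higher in nasal), between central and temporal 0.0853 (0.07, 112 higher in temporal) and between nasal and temporal 0.314 (-0.03, 75 higher in temporal). Singly, 33, 6 and 14 of them were called, and adjusted over the list alone 33, 5 and 16. In the last contrast, the mean was 0.01, opposite in sign to the median and the test. With fry, p was 0.081, 0.140 and 0.725, and with an estimated correlation 0.506, 0.528 and 0.71. With the replicate block, p was 0.0426, 0.0453 and 0.274. Pools of mixed sex can hold unequal numbers of males and females, and the sexes of the embryos were not used here, so no biological explanation was tested. Without nasal replicate 5, p was 0.00706 between central and nasal and 0.0271 between nasal and temporal. Without central replicate 3 it was 0.0275 against nasal and 0.0301 against temporal, without central replicate 4 it was 0.0401 and 0.0339, and without temporal replicate 5 it was 0.0101 between central and temporal.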
